# Myeloid Cell Hypoxia-Inducible Factors Promote Resolution of Inflammation in Experimental Colitis

**DOI:** 10.3389/fimmu.2018.02565

**Published:** 2018-11-05

**Authors:** Nan Lin, Jessica E. S. Shay, Hong Xie, David S. M. Lee, Nicolas Skuli, Qiaosi Tang, Zilu Zhou, Andrew Azzam, Hu Meng, Haichao Wang, Garret A. FitzGerald, M. Celeste Simon

**Keywords:** inflammation, colitis, macrophages, neutrophils, hypoxia, HIF, serum amyloid A

## Abstract

Colonic tissues in Inflammatory Bowel Disease (IBD) patients exhibit oxygen deprivation and activation of hypoxia-inducible factor 1α and 2α (HIF-1α and HIF-2α), which mediate cellular adaptation to hypoxic stress. Notably, macrophages and neutrophils accumulate preferentially in hypoxic regions of the inflamed colon, suggesting that myeloid cell functions in colitis are HIF-dependent. By depleting ARNT (the obligate heterodimeric binding partner for both HIFα subunits) in a murine model, we demonstrate here that myeloid HIF signaling promotes the resolution of acute colitis. Specifically, myeloid pan-HIF deficiency exacerbates infiltration of pro-inflammatory neutrophils and Ly6C^+^ monocytic cells into diseased tissue. Myeloid HIF ablation also hinders macrophage functional conversion to a protective, pro-resolving phenotype, and elevates gut serum amyloid A levels during the resolution phase of colitis. Therefore, myeloid cell HIF signaling is required for efficient resolution of inflammatory damage in colitis, implicating serum amyloid A in this process.

## Introduction

Hypoxia (low oxygen tension) is evident in many pathological contexts, including chronic intestinal inflammation, commonly known as inflammatory bowel diseases (IBD) (1, 2). Healthy colon tissue exhibits O_2_ partial pressures ranging from ~85 mmHg in intestinal crypts to < 10 mmHg in villus tips (3). This “physiological” hypoxia is profoundly exacerbated in the context of active inflammation, as revealed in murine models of IBD (1, 2, 4). A well-characterized cellular response to O_2_ deprivation is activation of hypoxia-inducible factor (HIF) transcriptional regulators, comprised of an O_2_-sensitive α-subunit (HIF-1α or HIF-2α) and a constitutively expressed β subunit (HIF-1β, or aryl hydrocarbon receptor nuclear translocator [ARNT]). In the presence of O_2_, HIF-α is hydroxylated by prolyl hydroxylase domain-containing proteins (PHDs), and then poly-ubiquitinated by the von Hippel-Lindau (pVHL) tumor suppressor E3 ubiquitin ligase complex, leading to its degradation by the 26S proteasome (5–7). Hypoxic conditions inhibit PHD enzymes, allowing HIF-α subunits to accumulate, dimerize with their obligate binding partner ARNT, and bind to hypoxia-response elements (HREs) to enhance transcription of hundreds of genes whose products mediate cellular adaptation to hypoxia, including glycolysis, angiogenesis, and inflammatory responses (8–10). As hypoxia is a prominent characteristic of inflamed colon tissue, activation of both HIF-1α and HIF-2α, the two best-characterized HIF-α subunits, is also frequently detected in the colon of IBD patients (11–13).

Inflamed tissues can become hypoxic due to abnormal vascular function (14) and enhanced metabolic activities of bacteria and infiltrating immune cells, such as myeloid cells, which include granulocytes (i.e., neutrophils, basophils, eosinophils and mast cells) and monocytes that differentiate into macrophages and dendritic cells (10, 15). When recruited to sites of inflammation, these cells eliminate invading pathogens by driving innate immune responses, e.g., phagocytosis or inflammatory cytokine secretion. Macrophages and neutrophils accumulate in the mucosa of IBD patients (16–20) and play critical roles in modulating and resolving inflammation (21–27). Moreover, their preferential localization within hypoxic regions suggests a potential role of O_2_ limitation in dictating myeloid cell inflammatory responses. Significant effort has elucidated that HIF-1α and HIF-2α in myeloid cells (10) have common (28–31), non-redundant (28, 29), and even opposing functions (32, 33), reflecting the complexity of HIF function in these cells.

ARNT depletion represents an attractive approach to study pan-HIF inhibition in multiple contexts (34–36). In a murine model of colitis, pharmacological HIF stabilization using PHD inhibitors proved to be protective, partly through anti-apoptotic effects on epithelial cells (37–39). Notably, HIF-1α and HIF-2α can oppose each other during intestinal inflammation: for example, epithelial cell HIF-1α helps maintain intestinal barrier functions during colitis (4, 40, 41), whereas HIF-2α worsens colitis by promoting tumor necrosis factor alpha (TNFα) production in epithelial cells (12). HIF functions can also differ drastically depending on cell type. For example, dendritic cell-specific HIF-1α suppresses intestinal inflammation via activation of regulatory T cells (42), whereas macrophage-specific HIF-1α has been implicated as pathogenic (43, 44). However, the role(s) of pan-HIF activation specifically in myeloid cells during colitis are yet to be fully investigated.

In this study, we show that myeloid HIF-α/ARNT heterodimers are required for efficient resolution of inflammation in a dextran sulfate sodium (DSS)-induced acute colitis murine model, and confirm that these effects are due to disruption of HIF-1α and HIF-2α signaling. Lamina propria neutrophil and monocyte numbers are elevated in mice with myeloid HIF deficiency during the resolution phase of acute colitis. Microarray analysis of colonic macrophages indicates that their conversion to a “pro-resolving” profile requires a full complement of HIF activities. We also identify serum amyloid As (SAAs) as a likely mechanism through which HIF-deficient macrophages contributes to aberrant disease resolution. Our findings are the first to connect HIFs to SAAs in colitis, and highlight potential clinical benefits of activating myeloid HIF signaling as a way to resolve intestinal inflammation.

## Methods

### Mice

The *Arnt, Hif1*α, and *Hif2*α conditional alleles were crossed with the LysM-Cre allele (45) to achieve myeloid-specific *Arnt, Hif1*α, or *Hif2*α conditional knockout mice. Mice with *Hif1a* conditional allele on a C57BL/6 background were purchased from Jackson Laboratory (Bar Harbor, ME). *LysMCre;Hif2*α^*fl*/*fl*^ mice were generated and described in a previous study (29). Ever since this study, we have backcrossed *Hif2*α^*fl*/*fl*^ mice with C57BL/6 mice sufficiently to ensure a similar background to other strains. *Arnt*^*fl*/*fl*^ *mice* with a mixed background of C57BL/6 and 129svJ were also backcrossed with C57BL/6 mice sufficiently before crossed with *LysMCre* mice. *In vivo* experiments using *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice were carried out using 24 mice in each cohort. The experiments with either *LysMCre;Hif1*α^*fl*/*fl*^ or *LysMCre;Hif2*α^*fl*/*fl*^ were performed with relatively small numbers of mice (*n* = 4) for experimental and control groups as a confirmation that phenotypes observed with *LysMCre;Arnt*^*fl*/*fl*^ mice (*n* = 24) are HIF dependent. All animal procedures were performed in accordance with NIH guidelines and were approved by the Institutional Animal Care and Use Committee of the University of Pennsylvania.

### Induction of colitis and clinical scoring

Dextran sulfate sodium (DSS) (MW 36–50 kDa, MP Biomedicals, Santa Ana, CA) was administered orally in drinking water at 3% (w/v) concentration for 5 days followed by normal drinking water for 3 days. Mice of both genotypes were housed in the same cages to minimize potential confounding influences from differing microbiomes. Body weight, stool consistency, and fecal blood were monitored and recorded daily for each mouse. Disease Activity Index (DAI) was calculated as the sum of scores for body weight loss, stool consistency, and fecal blood. These three parameters were scored as following (46, 47): 0, no weight loss or < 1% weight loss, normal stool pellets, negative Hemoccult test (Beckman Coulter, Brea, CA); 1, 1–5% weight loss, slightly loose feces; 2, 5–10% weight loss, lose feces, positive Hemoccult test; 3, 10–20% weight loss, watery diarrhea; 4, more than 20% weight loss, positive Hemoccult test, and visible fecal and rectal blood.

### Histopathology assessment of DSS-induced colitis

Colons ranging from cecum to rectum were cut longitudinally, fixed in 4% paraformaldehyde/PBS (4°C overnight), and embedded in paraffin for sectioning. Five-μm thick sections were cut and stained with hematoxylin and eosin and scored in a double-blind manner. Tissue sections were scored for loss of mucosal architecture, cellular infiltration, crypt abscess formation, Goblet cell depletion, and tissue affected, yielding a total histopathology score. Loss of mucosal architecture was scored 0 to 3 for absent, mild, moderate, and severe with loss of entire crypts. Cellular infiltration was scored 0 to 3 for absent, mild, moderate, and extensive. Crypt abscess formation was scored 0 or 1 for absent or present. Goblet cell depletion was scored 0 or 1 for absent or present. Percentage of tissue affected was scored 0 to 3 for absent, >10, 20–30, and 40–50%. The sum of these values for each mouse gave a total histopathology score.

### Isolation of lamina propria cells

Lamina propria cells were isolated using a modified version of previously described protocols (48, 49). Briefly, colons were cut open longitudinally and shaken in medium with 1 mM EDTA and 1 mM DTT twice for 20 min each at 37°C. The remaining tissue was further digested with 0.5 mg/mL Collagenase/Dispase (Roche, Basel, Switzerland) and 0.05 mg/mL (92.15 Kunitz unit/mL) DNase I (Sigma-Aldrich, St. Louis, MO) for 40 min at 37°C with agitation. Cells were then harvested by passing the suspension through a 70-μm cell strainer (Corning, Corning, NY). Single cell suspensions were later analyzed *ex vivo* by flow cytometry.

### Flow cytometry

Single cells suspensions were blocked with Mouse BD Fc Block™ (BD Biosciences, Franklin Lakes, NJ) for 10 min and then stained in FACS buffer (PBS with 4% FBS and 2 mM EDTA) with the following fluorochrome-conjugated antibodies: APC-conjugated anti-CD19 (1D3, #550992, 1:200), APC-Cy7-conjugated anti-CD4 (GK1.5, #552051, 1:200), PE-Cy7-conjugated anti-CD8a (53-6.7, #552877, 1:200), FITC-conjugated anti-CD45 (30-F11, #561088, 1:100), V450-conjugated anti-CD3e (500A2, 560801, 1:100), APC-Cy7-conjugated anti-Ly6C (AL-21, #560596, 1:100), PE-Cy7-conjugated anti-CD45 (30-F11, #552848, 1:100), V450-conjugated anti-CD11c (HL3, #560521, 1:100), PerCP-Cy5.5-conjugated anti-CD11b (M1/70, #561114, 1:100), AF700-conjugated anti-Ly6G (1A8, #561236, 1:100) (from BD Biosciences); PE-conjugated anti-F4/80 (BM8, #12-4801, 1:100), AF700-conjugated anti-CD25 (PC61.5, #56-0251-80, 1:100) (from eBioscience, San Diego, CA). Viability was determined by staining cells with LIVE/DEAD™ Fixable Aqua Dead Cell stain, 1:300 (Thermo Fisher Scientific, Waltham, MA). Flow cytometry was performed on a LSR A flow cytometer (BD Biosciences), and data were analyzed using FlowJo software.

### Colonic explant supernatant collection and ELISA

A 0.5 cm-long colon segment was collected about 1 cm from the rectum from each well-flushed mouse colon. These colon segments were cultured in 24-well plates containing 0.6 mL of complete tissue culture medium (DMEM with 25 mM HEPES, 0.05 mM 2-mercaptoethanol, 2 mM L-Glutamine, 100 U/mL Penicillin, 100 μg/mL Streptomycin, and 10% FBS) for 24 h till cell-free culture supernatant was collected. The collected supernatants were then subject to quantification of cytokine levels using the following ELISA kits: Mouse IL-1 beta/IL-1F2 DuoSet ELISA kit (#DY401-05), Mouse IL-6 DuoSet ELISA (#DY406-05), Mouse IL-10 DuoSet ELISA (#DY417-05), Mouse CXCL1/KC DuoSet ELISA (#DY453-05), Mouse Serum Amyloid A DuoSet ELISA (#DY2948-05), Mouse Cytokine Antibody Array, Panel A (#ARY006) (from R&D Systems, Minneapolis, MN), and Mouse SAA-3 ELISA (#EZMSAA3-12K) (from Millipore Sigma, Burlington, MA).

### Microarray analysis

Total RNA was extracted from flow cytometry-sorted lamina propria macrophages from *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice using TRIzol™ LS Reagent (Thermo Fisher Scientific). Total RNA quality control tests were determined using BioAnalyzer 2100 (Agilent) and Nanodrop spectrophotometry (Thermo Fisher Scientific). The cDNA was prepared, labeled, and hybridized to Affymetrix GeneChip, mouse gene 2.0 using GeneChip WT PLUS Reagent Kit (Affymetrix, Santa Clara, CA). Hybridized chips were scanned with GeneChip™ Scanner 3000 7G (Affymetrix). Affymetrix Command Console and Expression Console (Thermo Fisher Scientific) were used to quantitate expression levels for targeted genes; default values provided by Affymetrix were applied to all analysis parameters. Transcriptomic analysis was carried out using Partek Genomic Suite 6.1 (Partek, Inc., St. Louis, MO). Robust MultiArray Average (RMA) (50) was used for normalization of the raw probe intensity data. Significance Analysis of Microarrays (SAM) (51) was applied to compare *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ samples. The magnitude of d score, the *T*-statistic value used in SAM, scales with statistical significance. A false discovery rate (q-value) was estimated by SAM based on a null distribution for the d score by permuting the samples with respect to *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ classes. Differentially expressed genes were defined as those having fold change above or below 1.5 and *q*-value < 0.05. All of our microarray data have been deposited in the Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo) with the accession number [GSE121078].

### Generation and culture of bone marrow-derived macrophages (BMDMs) and neutrophils (BMDNs)

Bone marrow cells were isolated from femurs and tibias of *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice. After a quick incubation in ammonium-chloride-potassium (ACK) lysing buffer (Lonza, Basel, Switzerland) to remove red blood cells, the remaining bone marrow cells were cultured in BMDM medium (DMEM with 20% heat-inactivated Hyclone FBS, 30% L929 conditioned medium, 1X Antibiotic-Antimycotic, 2 mM L-Glutamine, and 0.055 mM 2-mercaptoethanol) for 5 days on non-treated tissue culture plates before passaging. To obtain BMDNs, EasySep™ Mouse Neutrophil Enrichment Kit (STEMCELL Technologies, Vancouver, Canada) was used for negative selection of neutrophils from bone marrow cells after lysis by ACK lysing buffer. BMDNs were analyzed immediately or cultured in neutrophil culture medium (RPMI 1640 with 10% FBS, 100 U/mL Penicillin and 100 μg/mL Streptomycin) for up to 24 h before analysis.

### Neutrophil viability/apoptosis assessments

Right after isolation of neutrophils from bone marrow cells using EasySep™ Mouse Neutrophil Enrichment Kit (STEMCELL Technologies), total number of viable cells was determined by cell counting with Trypan Blue. Same number of viable neutrophils was then cultured in neutrophil culture medium (RPMI 1640 with 10% FBS, 100 U/mL Penicillin and 100 μg/mL Streptomycin) for 24 h under normoxia (21% O_2_) or hypoxia (0.5% O_2_) before another viability analysis. Percentage viability was taken as percentage of viable neutrophils after 24-h culture out of viable neutrophils seeded. Caspase-Glo® 3/7 assay (Promega, Madison, WI) was used with these cells at these two time points to assess apoptosis.

### Efferocytosis assay

This was carried out using an efferocytosis assay from Cayman Chemical (Cat #: 601770, Cayman Chemical, Ann Arbor, MI) following a protocol provided by the manufacturers. Briefly, BMDNs and BMDMs were isolated as described in “*Generation and culture of bone marrow-derived macrophages (BMDMs) and neutrophils (BMDNs)*.” BMDNs from *LysMCre* mice were stained with carboxyfluorescein succinimidyl ester (CFSE) for 30 min, and then apoptosis was induced by Staurosporine for 6 h. BMDMs were stained with CytoTell™ Blue and mixed with apoptotic neutrophils at a 3:1 Neutrophil: Macrophage ratio. Cells were then cultured overnight under normoxia or hypoxia (~14 h) before flow cytometry analysis. Macrophages were first gated as CytoTell™ Blue-positive cells, and then macrophages that were positive for CFSE were gated next.

### Quantitative RT-PCR

Total RNA was isolated from colon tissues, macrophages derived from colon, BMDMs, and BMDNs using the RNeasy Mini Kit (Qiagen, Hilden, Germany). For colon tissues, BMDMs, and BMDNs, cDNA was synthesized using a High-Capacity RNA-to-cDNA Master Mix (Applied Biosystems, Foster City, CA). PCR reactions were performed using Taqman Universal PCR reagents mixed with indicated cDNAs and Taqman primers in a ViiA7 Real-Time PCR system (Applied Biosystems). Expression levels were normalized to *Hprt* (Mm01318743_m1). The following Taqman primers were used in this study: *Arnt* (Mm00507836_m1), *Adm* (Mm00437438_g1), *Vegfa* (Mm01281449_m1), *Ldha* (Mm01612132_g1), *Pgk1* (Mm00435617_m1), *Arg1* (Mm00475988_m1), *Serpine1* (MM00435860_M1), *Il1b* (Mm00434228_m1), *Il6* (Mm00446190_m1), *Il12a* (Mm00434169_m1), *Tnf* (Mm00443258_m1), *Cxcl10* (Mm00445235_m1), *Cxcl12* (Mm00445553_m1), *Cxcl13* (Mm04214185_s1), *Ccl4* (Mm00443111_m1), *Ccl5* (Mm01302427_m1), *Cyp1a1* (MM00487218_M1), *Ugt1a1* (Mm02603337_m1), *Cxcr2* (MM99999117_S1), *Il23a* (Mm01160011_g1), *Chi3l3* (Mm00657889_mH), *Mrc1* (Mm00485148_m1), and *Retnla* (Mm00445109_m1). For macrophages isolated from colon, due to limited amount of mRNA, anti-sense RNA (cRNA) generated in preparation for microarray analysis using GeneChip WT PLUS Reagent Kit (Affymetrix) was used to generate cDNA. PCR reactions were performed in a ViiA7 Real-Time PCR system using Sybr Green PCR Master Mix (Invitrogen, Carlsbad, CA) with following primers: mouse *Alox15* (Forward 5′ to 3′: GGCTCCAACAACGAGGTCTAC; Reverse 5′ to 3′: AGGTATTCTGACACATCCACCTT), mouse *Saa1* (Forward 5′ to 3′: ACACCAGGATGAAGCTACTCACCA; Reverse 5′ to 3′: CCCTTGGAAAGCCTCGTGAACAAA), mouse *Saa2* (Forward 5′ to 3″: TGGCTGGAAAGATGGAGACAA; Reverse 5′ to 3′: AAAGCTCTCTCTTGCATCACTG), mouse *Saa3* (Forward 5′ to 3″: TGCCATCATTCTTTGCATCTTGA; Reverse 5′ to 3″: CCGTGAACTTCTGAACAGCCT), mouse *Ptges1* (Forward 5′ to 3′: GGATGCGCTGAAACGTGGA; Reverse 5′ to 3′: CAGGAATGAGTACACGAAGCC), mouse *Ptges2* (Forward 5′ to 3′: AAGGCCATGAATGACCAGGG; Reverse 5′ to 3′: TGTTCGGTACACGTTGGGAG), and mouse *Ptgs2* (Forward 5′ to 3′: TTCAACACACTCTATCACTGGC; Reverse 5′ to 3′: AGAAGCGTTTGCGGTACTCAT).

### Western blot analysis

BMDMs were lysed with RIPA buffer containing protease inhibitor (Thermo Fisher Scientific). Cells lysates were boiled in SDS sample buffer for 10 min, separated by SDS-PAGE, transferred to nitrocellulose membranes, probed with primary antibodies overnight at 4°C, and then detected with horseradish peroxidase-conjugated secondary antibodies (Vector Laboratories, Burlingame, CA) followed by exposure to ECL (PerkinElmer, Waltham, MA). The following antibodies were used at indicated concentration: rabbit anti-ARNT (#5537, 1:1,000, Cell Signaling Technology, Danvers, MA), rabbit anti-HIF-1α (#10006421, 1:1,000, Cayman Chemical), rabbit anti-HIF-2α (#PA1-16510, 1:1,000, Thermo Fisher Scientific), and mouse anti-β-actin (#SC-47778, 1:4,000, Santa Cruz Biotechnology, Dallas, TX).

### Eicosanoids analyses by liquid chromatographymass spectrometry (LC/MS)

Deuterated analogs of Prostaglandin E2-d4 ([d4]-PGE2); Prostaglandin D2-d4 ([d4]-PGD2); Prostaglandin F2α-d4 ([d4]-PGF2α); 6-κ-Prostaglandin F1α-d4 (the hydrolysis product of PGI2) ([d4]-6-κ-PGF1α); Thromboxane B2-d4 (the hydrolysis product of TxA2) ([d4]-TxB2); Leukotriene E4-d5 ([d5]-LTE4); Leukotriene B4-d4 ([d4]-LTB4); 5-Hydroxyeicosatetraenoic acids-d8 ([d8]-5-HETE); 12-Hydroxyeicosatetraenoic acids-d8 ([d8]-12-HETE); 15-Hydroxyeicosatetraenoic acids-d8 ([d8]-15-HETE); Arachidonic Acid-d8 ([d8]-AA); Lipoxin A4-d5 ([d5]-LxA4) and undeuterated resolvin D1, resolvin D2, resolvin E1, Protectin D1 (PD1), and Maresin 1 were purchased from Cayman Chemical.

The analysis of eicosanoid metabolites in colonic explant supernatants and BMDMs/BMDNs culture media was performed as described previously for human plasma (52) with a few modifications. Culture medium samples (450 μl) or colonic supernatant (100 μl) were spiked with stable isotope-labeled internal standards ([d4]-PGE2 [5 ng]; [d4]-PGF2α [2.5 ng]; [d4]-TxB2 [10 ng]; [d4]-LTB4 [1 ng]; [d5]-LTE4 [2.5 ng]; [d8]-5-HETE [2.5 ng]; [d8]-12-HETE [25 ng]; [d8]-15-HETE [1 ng]; [d8]-AA [2,500 ng]; [d_5_]-LxA_4_ [1 ng]) in acetonitrile. The composition of final solutions should be acetonitrile: water = 4:1. Phospholipid and proteins were removed using Phree cartridges. (#8B-S133-TAK from Phenomenex, Torrance, CA). Samples were then dried under a gentle stream of nitrogen at the ambient temperature and reconstituted with 30 μl of methanol. Before injection, 30 μl of water was added to each sample and an aliquot of 20 μl was injected into a C18 UPLC column (ACQUITY UPLC BEH 2.1 × 150 mm × 1.7 μm) (Waters Corporation, Milford, MA) and eluted at a flow rate of 350 μl/min, with a linear gradient from 20% solvent B to 90% in 20 min. Mobile phase A consisted of water/mobile phase B, 95:5 (v/v), with 0.5% formic acid; mobile phase B consisted of acetonitrile/methanol, 95:5 (v/v), with 0.5% formic acid. Mass spectrometer parameters were optimized to obtain maximum sensitivity for respective product ions as described previously (52). The analysis was performed on a Waters ACQUITY Ultra Performance Liquid Chromatography system in-line with a Waters Xevo TQ-S Triple Quadrupole Mass Spectrometer (Waters Corporation). The UPLC system directly interfaced with the negative-mode electrospray ionization (ESI) source of the mass spectrometer using multiple reaction monitoring (MRM). Quantitation was done by peak area ratio and results were normalized to the sample volume.

### Statistical analysis

Data were analyzed with GraphPad Prism 7. Unparied, two tailed *t*-test was used for all single comparisons, and two-way ANOVA followed by Bonferroni's correction was used for multiple comparisons. Data are presented as mean ± standard error of the mean (S.E.M.); values of *p* < 0.05 were considered statistically significant.

## Results

### ARNT depletion in myeloid cells disrupts both HIF-1α and HIF-2α transcriptional activity

To study HIF function in myeloid cells, we generated *LysMCre;Arnt*^*fl*/*fl*^ mice to achieve myeloid cell-specific *Arnt* deletion, whereas *LysMCre;Arnt*^+/+^ (henceforth *LysMCre*) mice were used as controls. The *LysMCre* transgene drives efficient deletion of conditional “floxed” alleles in neutrophils and macrophages, which increases as monocytes mature into macrophages (45). Highly specific *Arnt* recombination was confirmed using polymerase chain reaction (PCR) assays to detect the deleted (1 *lox*) *Arnt* allele in DNA isolated from bone marrow-derived macrophages (BMDMs) (lane 3–4), but not tail tissues (lane 7–8), in *LysMCre;Arnt*^*fl*/*fl*^ mice (Figure 1A). ARNT protein abundance was assessed by western blot analysis of lysates from BMDMs cultured under either normoxic (21% O_2_) or hypoxic (0.5% O_2_) conditions for 24 h, at which time ARNT protein was significantly depleted in *LysMCre;Arnt*^*fl*/*fl*^ BMDMs (Figure 1B). Both HIF-1α and HIF-2α were stabilized under hypoxia, irrespective of the presence or absence of ARNT protein (Figure 1B). While not as dramatic as HIF-1α protein stabilization (>8-fold increase), HIF-2α exhibited perceptible accumulation (>3-fold increase) under hypoxic conditions (Figure 1B). The same cells were examined to test whether ARNT depletion was sufficient to abrogate both HIF-1α and HIF-2α transcriptional activity. HIF-1α-specific (*Ldha, Pgk1*), HIF-2α-specific (*Arg1, Serpine1*), and common target genes of both HIF-α subunits (*Adm, Vegfa*) displayed increased transcription in *LysMCre* BMDMs challenged with hypoxia; however, this induction was greatly diminished in *LysMCre;Arnt*^*fl*/*fl*^ BMDMs (Figures 1C–E). Notably, neither phagocytosis nor intracellular ATP levels were significantly affected by ARNT loss in BMDMs (Figures S1A,B), and age-matched *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice exhibited comparable body weight and fertility (data not shown). Furthermore, no obvious differences were observed in peripheral lymphocyte composition of mouse spleen, including B cells, T cells, macrophages, neutrophils, Ly6C^+^ monocytic cells, and dendritic cells (Figure S1C). Overall, these data indicate that ARNT depletion disrupts both HIF-1α and HIF-2α transcriptional activity in myeloid cells, offering an excellent opportunity to study myeloid pan-HIF inhibition in multiple disease models, including colitis.

**Figure 1:**
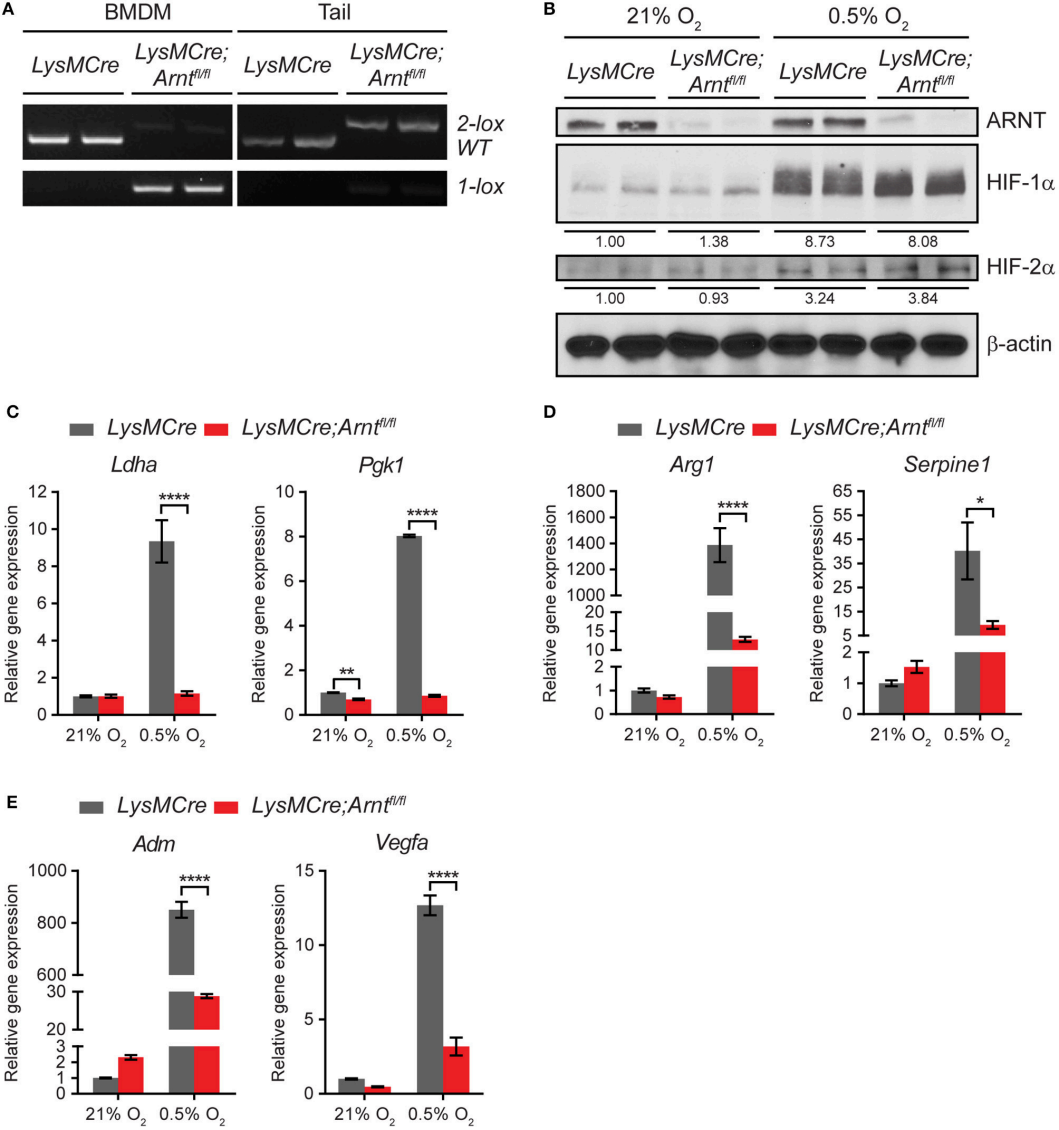
*Arnt* deletion in macrophages disrupts both HIF-1α and HIF -2α transcriptional activity. **(A)** PCR analysis of genomic DNA prepared from bone marrow-derived macrophages (BMDMs) and tail of *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice. The 2 *lox* band is the floxed allele of *Arnt*, and the 1 *lox* band indicates successful Cre-mediated recombination. **(B)** Western blotting of murine ARNT, HIF-1α, and HIF-2α in protein lysates prepared from *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ BMDMs cultured under 21% O_2_ (normoxia) or 0.5% O_2_ (hypoxia) for 24 h. Beta-actin was used as loading control. Densitometry was applied for quantification of HIF-1α and HIF-2α normalized to β-actin. The numbers indicate average values of duplicated samples. **(C–E)** Real-time quantitative PCR (RT-qPCR) analysis of HIF target genes in *LysMCre* (*n* = 3; mean ± s.e.m.) and *LysMCre;Arnt*^*fl*/*fl*^ (*n* = 3; mean ± s.e.m.) BMDMs cultured under 21% O_2_ or 0.5% O_2_ for 24 h. Two-way ANOVA, ^*^p < 0.05, ^**^p < 0.01, and ^****^p < 0.0001.

### Myeloid deficiency of HIF-α/ARNT heterodimers hinders resolution of DSS-induced acute colitis

To determine the effects of myeloid ARNT deficiency in a model of acute colitis, *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ animals were administered drinking water containing 3% DSS for 5 days, followed by 3 days of regular water. Importantly, mice of both genotypes were housed in the same cages to minimize potential confounding influences from differing microbiomes. Mice were sacrificed on Day 5 ([+]DSS, Day 5) and Day 8 ([+]DSS, Day 8) to compare effects on colitis “induction” and “resolution” phases, which are crucial for pathogen elimination and homeostatic tissue restoration, respectively (15, 53, 54). As expected, *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice imbibing regular drinking water for 8 days ([–]DSS, Day 8) showed no body weight loss, diarrhea, or fecal blood (collectively represented by “Disease Activity Index” [DAI], see Methods for scoring system) over the course of this experiment (Figure 2A). In contrast, DSS treatment induced colonic inflammation in both *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ animals, manifested by decreased body weight, increased DAI, and shortened colon length (Figures 2A,B). Body weight loss and DAI on Day 5 were largely identical in *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice. Interestingly, as body weight and DAI gradually improved in *LysMCre* mice starting at Day 6, *LysMCre;Arnt*^*fl*/*fl*^ mice continued to exhibit weight loss and an elevated DAI through Day 8 (Figure 2A). Similarly, Day 5 colon lengths were comparable between the two groups; however, *LysMCre;Arnt*^*fl*/*fl*^ mice displayed significantly shorter colons compared to *LysMCre* mice on Day 8 (Figure 2B). Histological evaluation revealed immune cell infiltration and disrupted epithelium on Day 5 in both cohorts (Figure 2C). On Day 8, *LysMCre* mice displayed a colonic histology similar to untreated colons, whereas colons from *LysMCre;Arnt*^*fl*/*fl*^ mice had elevated immune cell filtration and relatively few normal crypt structures (Figure 2C). This difference in histology on Day 8 was confirmed and quantified by histopathological scoring (see Methods; Figure 2D).

**Figure 2:**
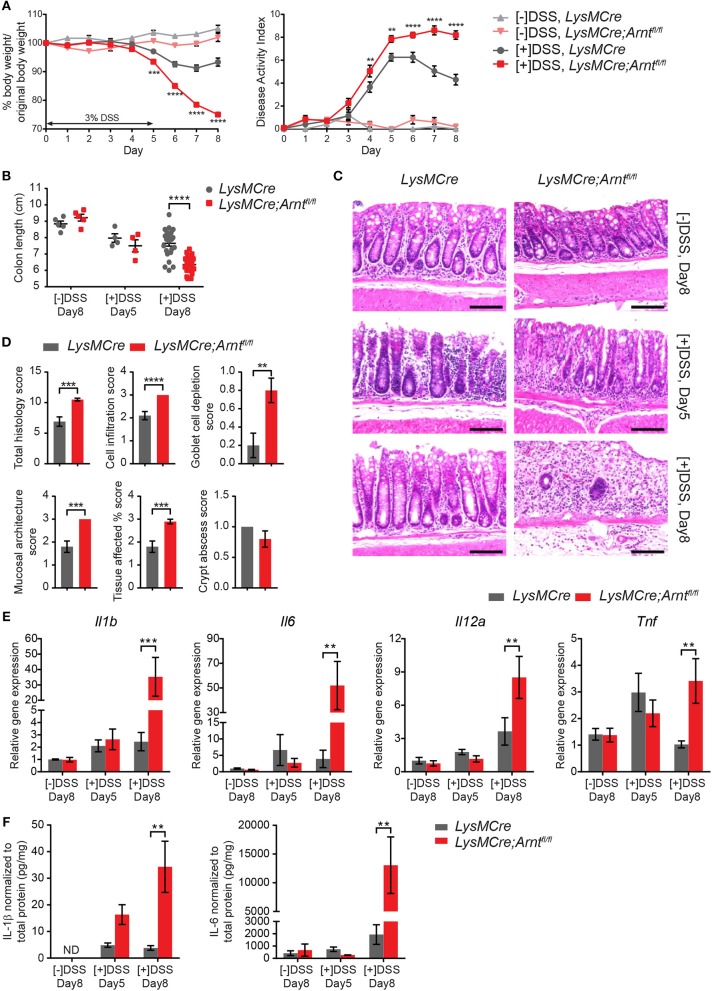
Myeloid HIF-α/ARNT heterodimer deficiency impairs resolution of DSS-induced acute colitis. **(A)** Graphical summary of body weight changes (left panel) and Disease Activity Index (right panel) of *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice. See Methods for scoring system of Disease Activity Index. Experimental groups (*n* = 24 for each genotype; mean ± s.e.m.) received 3% DSS in drinking water for 5 days, followed by 3 days on regular drinking water. Control groups (*n* = 5 for each genotype; mean ± s.e.m.) received regular drinking water for 8 days. **(B,C)** Colon length **(B)** and H&E images of colon about 1 cm from rectum **(C)** from untreated groups sacrificed on day 8 and DSS-treated groups sacrificed on day 5 and 8. Scale bars, 100 μm. **(D)** Histopathological scoring of colon from mice challenged with DSS for 5 days and sacrificed on day 8. Student's *t*-test. **(E,F)** Following analyzes include untreated group ([–]DSS) sacrificed on day 8 (*n* = 4; mean ± s.e.m.) and DSS-treated groups ([+]DSS) sacrificed on day 5 (*n* = 4; mean ± s.e.m.) and day 8 (*n* = 6; mean ± s.e.m.). **(E)** RT-qPCR analysis of genes encoding pro-inflammatory cytokines from colon tissue. **(F)** ELISA analysis of IL-1β and IL-6 from colonic explant supernatants. Two-way ANOVA was applied for **(A,B,E,F)**, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001.

RNA expression and secretion of key pro-inflammatory cytokines (IL1β, IL6, IL12α, and TNFα) were also substantially increased in the colon of *LysMCre;Arnt*^*fl*/*fl*^ mice, compared to controls, especially on Day 8 (Figures 2E,F). Beyond IL-6, no dramatic difference in expression of these genes was observed between treated and untreated animals (regardless of genotype) on Day 5, consistent with previous reports (43, 55). Further unbiased cytokine array analysis revealed a more pro-inflammatory microenvironment in *LysMCre;Arnt*^*fl*/*fl*^ colons on Day 8 as well (Figures S2A,B). Enhanced cytokine secretion reflected changes in the expression of corresponding genes (Figure S2C). We also assessed IL-10 and Annexin A1 levels, which are known to exert anti-inflammatory roles during colitis (56, 57, 58), using ELISA and immunohistochemistry, respectively. IL-10 levels were higher in the *LysMCre;Arnt*^*fl*/*fl*^ colons compared to *LysMCre* colons, although the observed changes failed to achieve statistical significance (Figure S2D). Increased IL-10 levels may be a compensatory response of the colon to dampen overly active inflammation, consistent with previous reports demonstrating higher IL-10 levels in more severely damaged colons using the same DSS-induced colitis model (42, 59, 60). Annexin A1, on the other hand, was readily detected in colonic tissue sections, but did not show remarkable differences between control and mutant animals (data not shown). Moreover, eicosanoids and previously described “specialized pro-resolving mediators” (SPMs) (61–65) were analyzed in Day 8 colonic explant supernatants using LC/MS. The levels of SPMs (Resolvin D1, D2, E1, Protectin D1, and Maresin 1) were below the limits of detection. By contrast, leukotriene B4 (LTB_4_), another key mediator of inflammation, was significantly elevated in *LysMCre;Arnt*^*fl*/*fl*^ colons (Figure S2E). Given that LTB_4_ has been shown to exacerbate colitis (66, 67), its increase in *LysMCre;Arnt*^*fl*/*fl*^ colons reinforced the observation that myeloid ARNT deficiency resulted in a more inflamed colonic microenvironment. Collectively, these data suggest that myeloid ARNT is required for proper resolution of acute colitis.

### Loss of either HIF-1α or HIF-2α in myeloid cells phenocopies *LysMCre;Arnt^*fl*/*fl*^* mice in DSS-induced colitis model

It is well-established that ARNT can heterodimerize with the bHLH/PAS transcription factor aryl hydrocarbon receptor (AhR), which also regulates immune responses during intestinal inflammation (68, 69). As expected, increased expression of two AhR target genes was observed in *LysMCre* BMDMs exposed to the AhR agonist (6-formylindolo[3,2-b]carbazole, aka FICZ), but not in *LysMCre;Arnt*^*fl*/*fl*^ BMDMs (Figure S3A). However, ARNT loss had no effect on AhR target gene expression under hypoxic conditions (Figure S3B), suggesting that AhR contributes little to ARNT-dependent responses in hypoxic inflamed colon tissue. Moreover, RNA expression assessment of sorted colonic macrophages failed to reveal changes in AhR target gene expression between the two cohorts (see Figure 6).

To determine whether myeloid HIF-1α and HIF-2α both contribute to the resolution phase of intestinal inflammation, we induced acute colitis in *LysMCre;Hif1*α^*fl*/*fl*^ and *LysMCre;Hif2*α^*fl*/*fl*^ mice using an identical treatment regimen as that described above (Figure 2). As before, control *LysMCre* mice regained normal body weight after removal of DSS water, whereas *LysMCre;Hif1*α^*fl*/*fl*^ and *LysMCre;Hif2*α^*fl*/*fl*^ animals did not (Figures 3A,F). DAI also remained high following DSS treatment in these mice, compared to *LysMCre* controls (Figures 3B,G). Colon length showed considerable shortening in both HIF-deficient cohorts on Day 8, although the difference between *LysMCre* and *LysMCre;Hif2*α^*fl*/*fl*^ mice failed to reach statistical significance (Figures 3C,H). Elevated gene expression of key pro-inflammatory cytokines (Figures 3D,I) and exacerbated histopathology on Day 8 (Figures 3E,J) in *LysMCre;Hif1*α^*fl*/*fl*^ and *LysMCre;Hif2*α^*fl*/*fl*^ mice further confirmed unresolved inflammation in mice with myeloid HIF-α depletion. We conclude that expression of both HIF-1α and HIF-2α in myeloid cells is critical for resolving acute colonic inflammation. Interestingly, the hypoxic induction of HIF-2α (see Figure 1) and impact of HIF-2α on colitis are less dramatic than HIF-1α (see below for further discussion).

**Figure 3:**
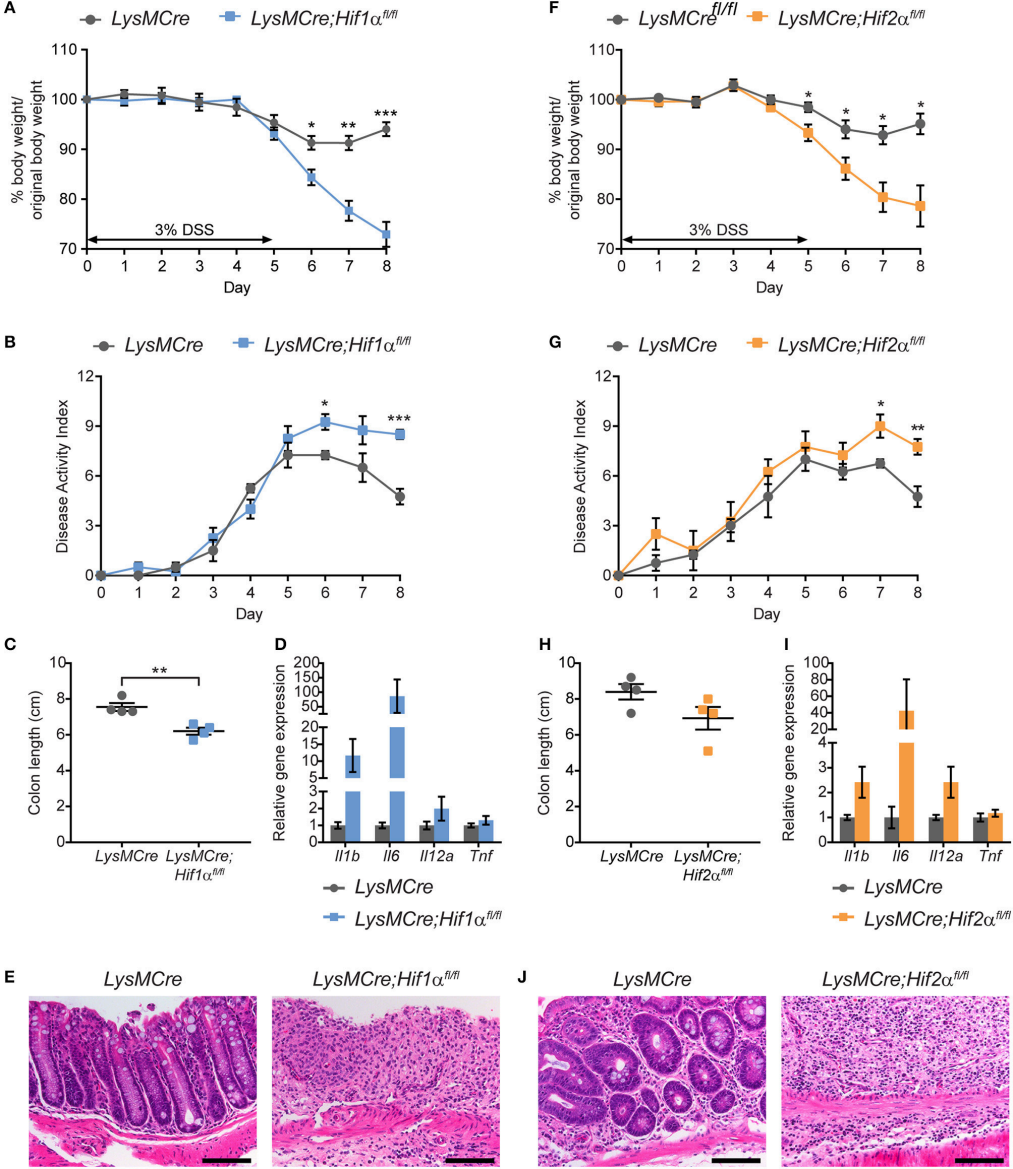
Myeloid HIF-1α and HIF-2α are required for proper resolution of DSS-induced acute colitis. Graphical summary of body weight changes **(A,F)**, Disease Activity Index **(B,G)**, colon lengths **(C,H)**, expression of pro-inflammatory cytokine genes **(D,I)**, and H&E images of colon about 1 cm from rectum **(E,J)** of *LysMCre* (*n* = 4; mean ± s.e.m.) and *LysMCre;Hif1*α^*fl*/*fl*^ mice (*n* = 4; mean ± s.e.m.) or *LysMCre;Hif2*α^*fl*/*fl*^ mice (*n* = 4; mean ± s.e.m.). All mice received 3% DSS in drinking water for 5 days, followed by 3 days on regular drinking water, and sacrificed on day 8. Analyses in **(C–E,H–J)** were performed using colonic tissues from mice sacrificed on Day 8. Student's *t*-test, ^*^p < 0.05, ^**^p < 0.01, and ^***^p < 0.001.

### Myeloid HIF deficiency leads to more neutrophils and Ly6C^+^ monocytic cells in the inflamed colons

Elevated and persistent immune responses frequently contribute to IBD pathogenesis. To monitor changes in colonic immune cell populations in the context of myeloid HIF disruption, we performed a comprehensive FACS analysis of immune cells recovered from the lamina propria of *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice treated with DSS. Compared to control *LysMCre* mice, increased numbers of neutrophils (CD45^+^, CD11c^−^, CD11b^+^, Ly6G^+^) and Ly6C^+^ monocytic cells (CD45^+^, CD11c^−^, CD11b^+^, Ly6C^hi^, Ly6G^−^; Figure 4A) were observed in *LysMCre;Arnt*^*fl*/*fl*^ mice on Day 8, expressed either as a percentage of CD45^+^ cells (Figure 4B) or as the number of cells per mg of colon tissue (Figure 4C). DSS treatment elevated neutrophil and monocyte numbers (Figure 4B) in both *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice on Day 5; however, no significant difference between genotypes was detected. We hypothesized that increased numbers of neutrophils and Ly6C^+^ monocytic cells in colonic tissue of *LysMCre;Arnt*^*fl*/*fl*^ mice could contribute to more severe inflammation, particularly during the resolution phase of acute colitis.

**Figure 4:**
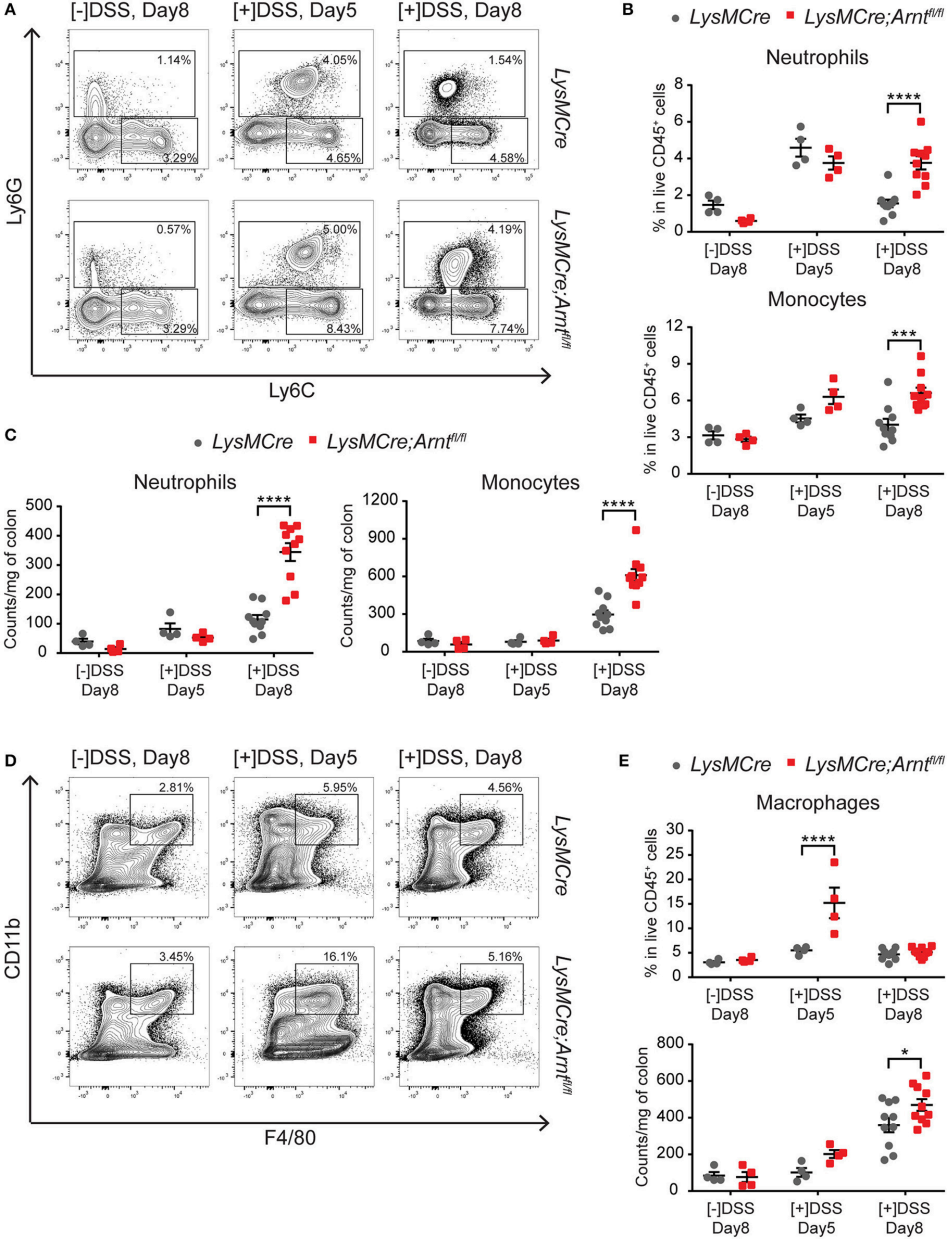
Characterization of myeloid cells in *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ lamina propria. Following analyzes include untreated group ([–]DSS) sacrificed on day 8 (*n* = 4) and DSS-treated groups ([+]DSS) sacrificed on day 5 (*n* = 4) and day 8 (*n* = 10). **(A)** Representative gating of neutrophils (Ly6G^+^) and Ly6C^+^ monocytic cells (Ly6G^−^, Ly6C^+^) in live CD45^+^, CD11b^+^, CD11c^−^ cells. **(B)** Percentages of neutrophils (top panel) and Ly6C^+^ monocytic cells (bottom panel) in live CD45^+^ cells. **(C)** Absolute counts normalized to colon weight of neutrophils (left panel) and Ly6C^+^ monocytic cells (right panel). **(D)** Representative gating of macrophages (CD11b^+^, F4/80^+^) in live CD45^+^cells. **(E)** Percentages in live CD45^+^ cells (top panel) and absolute counts normalized to colon weight (bottom panel) of macrophages in lamina propria. Data presented as mean ± s.e.m. Two-way ANOVA, ^*^p < 0.05, ^***^p < 0.001, and ^****^p < 0.0001.

Interestingly, the percentage of macrophages (CD45^+^, CD11b^+^, F4/80^+^), which included resident macrophages and Ly6C^+^MHCII^+^ “maturing macrophages,” (Figure 4D) in CD45^+^ cells was significantly higher in *LysMCre;Arnt*^*fl*/*fl*^ mice than in *LysMCre* mice at Day 5 (Figure 4E). However, by Day 8, the percentage of macrophages between the two groups was comparable, suggesting that HIF deficiency in macrophages could be of particular importance for the shift from the induction phase to the resolution phase of colitis.

As expected, both B and T cells showed no significant differences in the lamina propria of *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice (Figures S4A,B). Of note, regulatory T cells (Tregs, CD45^+^CD3e^+^CD4^+^CD8a^−^CD25^+^) did not differ between the two cohorts on Day 5 and 8 in the DSS treated animals (Figure S4C). Gene expression of *Il17a* in colonic tissues also suggests that Th17 cell numbers are unlikely to be disrupted by ARNT loss in myeloid cells (Figure S4D). Together, these data indicate that myeloid HIF deficiency doesn't result in a profound change in the lymphoid compartment, consistent with previous data indicating that the DSS-induced colitis model is primarily driven by innate immune cells (70).

### Myeloid HIF deficiency contributes to increased neutrophil numbers primarily through elevated infiltration

Neutrophils often exert pro-inflammatory functions at sites of inflammation (71, 72), and a neutrophil-derived protein, myeloperoxidase, is widely used as a marker of colitis severity in IBD (73–75). Therefore, we investigated the cellular mechanisms contributing to elevated numbers of neutrophils in DSS-treated *LysMCre;Arnt*^*fl*/*fl*^ mice. Given that both neutrophils and macrophages are targeted by *LysMCre* recombination strategies, we first enriched neutrophils from bone marrow (Figures S5A,B) and compared the efficiency of *Arnt* deletion in these two cell types by PCR (Figure S5C). Neutrophils exhibited relatively lower deletion efficiency (≥60%) compared to macrophages (≥80%; Figure S5D), which correlated to decreases in *Arnt* mRNA levels (Figure S5E). Nevertheless, *Arnt* deletion in neutrophils was sufficient to disable hypoxic induction of *Vegfa* gene expression in *LysMCre;Arnt*^*fl*/*fl*^ BMDNs (Figure S5F). We next determined if neutrophils were affected by cell-intrinsic factors, cell-extrinsic factors, or a combination of the two.

Timely neutrophil apoptosis is a key event that initiates the resolution of acute inflammation (15, 76–78). It was therefore plausible that the increase in neutrophil numbers during the resolution phase was due to delayed apoptosis; however, given previously described pro-survival functions of both HIF-1α and HIF-2α in neutrophils (30, 31), this seemed unlikely. Consistent with these observations, untreated *LysMCre;Arnt*^*fl*/*fl*^ mice exhibited decreased neutrophil viability (Figure 5A). Furthermore, the percentage of dead neutrophils in colon tissue from *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice was indistinguishable at Day 5 and 8 (Figure 5A). *In vitro*, the percentage of viable BMDNs after 24-hour culture under normoxia or hypoxia were also comparable between *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ cohorts (Figure 5B). Caspase 3/7 activity assessment further supported the notion that ARNT deficiency can promote, as opposed to delay, neutrophil apoptosis under hypoxia (Figure 5C), consistent with previous findings (30, 31). Apoptotic neutrophil removal by macrophages is necessary for an efficient resolution program (15, 76). We therefore examined macrophage ability to efferocytose apoptotic neutrophils. As shown in Figure 5D, efferocytosis by BMDMs under normoxia and hypoxia was not disrupted by myeloid HIF deficiency, suggesting other factors contribute to higher neutrophil numbers in *LysMCre;Arnt*^*fl*/*fl*^ colons.

**Figure 5:**
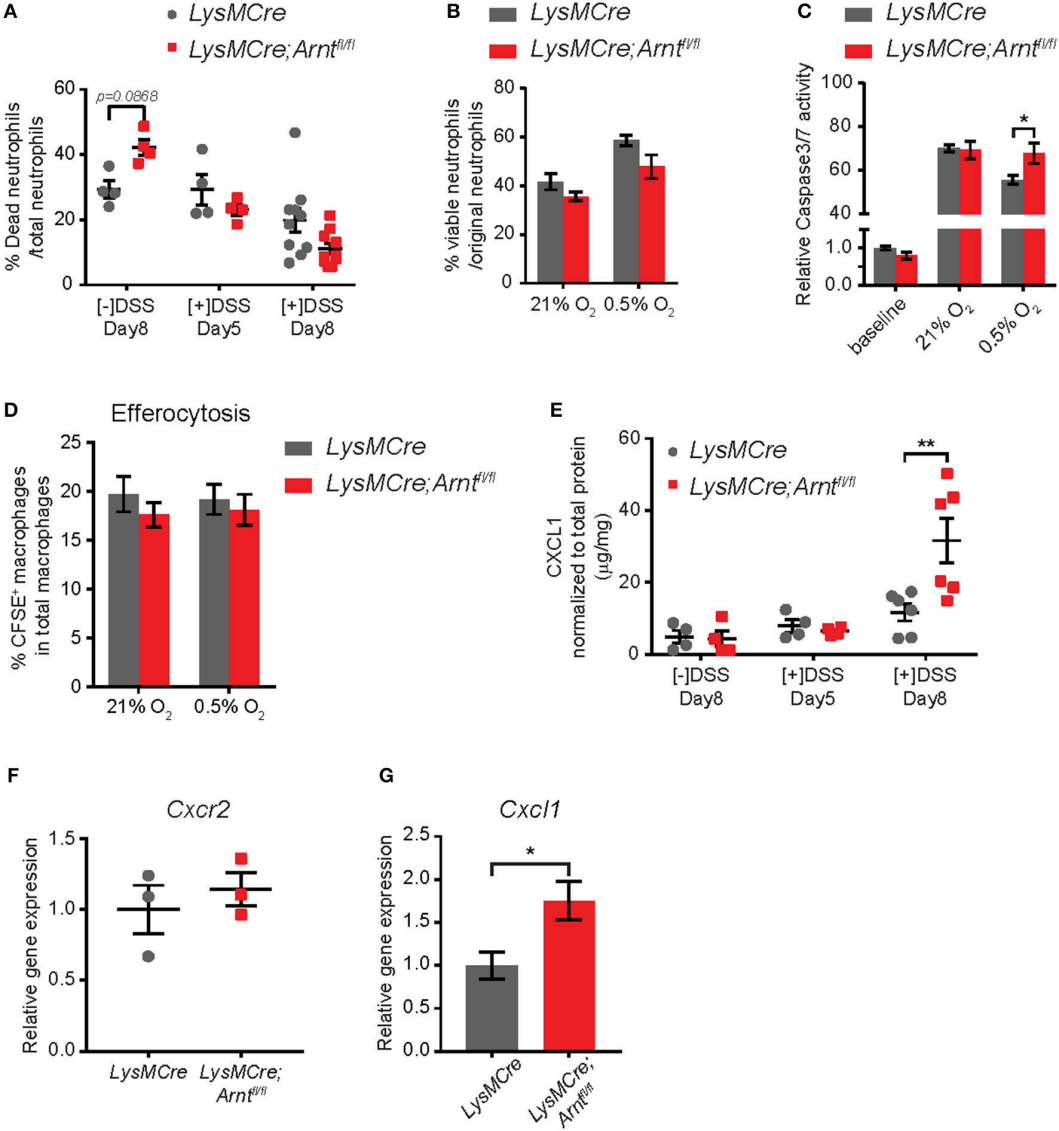
Increased neutrophil numbers in lamina propria of *LysMCre;Arnt*^*fl*/*fl*^ mice is due to elevated CXCL1, not enhanced survival. **(A)** Percentage of dead neutrophils normalized to total neutrophil numbers in lamina propria. Data represent untreated mice ([–]DSS) sacrificed on day 8 (*n* = 4) and DSS-treated mice ([+]DSS) sacrificed on day 5 (*n* = 4) and day 8 (*n* = 10). **(B)** Viability of bone marrow-derived neutrophils (BMDNs) from *LysMCre* (*n* = 3) and *LysMCre;Arnt*^*fl*/*fl*^ (*n* = 3) mice cultured under normoxia or hypoxia for 24 h. Viability was determined by Trypan Blue exclusion. **(C)** Caspase3/7 activity assay performed with BMDNs from *LysMCre* (*n* = 3) and *LysMCre;Arnt*^*fl*/*fl*^ (*n* = 3) mice. Baseline measurement was conducted using BMDNs immediately after isolation from bone marrow. **(D)** Efferocytosis of apoptotic neutrophils by *LysMCre* (*n* = 3) and *LysMCre;Arnt*^*fl*/*fl*^ (*n* = 3) BMDMs under normoxia and hypoxia overnight (14 h). CFSE^+^ macrophages represent macrophages that engulfed CFSE-labeled apoptotic neutrophils. **(E)** ELISA analysis of CXCL1 in colonic explant supernatants. **(F)** RT-qPCR analysis of *Cxcr2* expression in *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ BMDNs. **(G)** RT-qPCR analysis of *Cxcl1* expression in sorted lamina propria macrophages from *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice. Data presented as mean ± s.e.m. Two-way ANOVA for **(A–E)** and Student's *t*-test for **(F,G)**; ^*^p < 0.05 and ^**^p < 0.01.

Another critical step in resolving inflammation is the prevention of further neutrophil recruitment (15, 54, 76). We therefore tested whether myeloid HIF deficiency enhanced neutrophil infiltration by altering either the microenvironment or neutrophil chemotaxis. CXCL1 has long been recognized as a major neutrophil chemoattractant, and CXCL1 secretion in the supernatant of colonic explants was increased by almost 3-fold in *LysMCre;Arnt*^*fl*/*fl*^ mice on Day 8, compared to *LysMCre* mice (Figure 5E). In contrast, the levels of CXCR2, the CXCL1 receptor expressed by neutrophils (71), were not affected by ARNT status (Figure 5F), suggesting that the increased number of neutrophils may reflect the elevated secretion of chemoattractant in the gut, rather than enhanced neutrophil migratory ability. Given that CXCL1 production by macrophages has been shown to promote neutrophil infiltration in a peritonitis model (79), we next asked if HIF deficiency promoted CXCL1 production by macrophages. Expression of *Cxcl1* was indeed higher in macrophages sorted from the lamina propria of *LysMCre;Arnt*^*fl*/*fl*^ mice, suggesting that macrophages could be a major source of CXCL1 in the intestine (Figure 5G).

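On the arrays, Cxcl1 had a higher mean in LysMCre;Arntfl/fl macrophages but did not pass the test adjusted over all probe sets. Its log2 value was 9.69 ± 0.19 (SD, n = 5) in LysMCre and 10.08 ± 0.25 (SD, n = 4) in LysMCre;Arntfl/fl macrophages (log2 fold change 0.38, standard error 0.13, adjusted p = 0.280 from limma), and the arrays of the genotypes overlapped. Of 25 chemokine genes, 8 had a positive and 17 a negative log2 fold change (median -0.19, adjusted p = 0.0735 from limma's camera, and adjusted p = 0.319 with an estimated correlation). The monocyte attractant gene Ccl8 was the member that limma called, as lower, and when adjusted over the list alone 3 were lower and 1, Cxcl13, was higher. Ccl8 lost its call in each of the 9 fits without 1 array, with an adjusted p of up to 0.110 without LysMCre;Arntfl/fl replicate 4. The shift passed the threshold with adjusted p = 0.0315 without LysMCre replicate 1 and 0.0404 without LysMCre;Arntfl/fl replicate 3, and with 0.0133 with the mean of neutrophil genes as a covariate. According to the methods, the RT-qPCR of sorted macrophages used cDNA made from the amplified RNA of these arrays, so the arrays and the RT-qPCR share their samples.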

### HIF-deficient colonic macrophages have a diminished pro-resolving profile

To overcome inflammation, macrophages must activate “pro-resolving” functions to ensure reconstitution of tissue homeostasis (15, 76). To elucidate the exact contribution of HIF-deficient macrophages to unresolved colitis, we sorted these cells in colitic tissues from *LysMCre* (*n* = 5) and *LysMCre;Arnt*^*fl*/*fl*^ (*n* = 4) mice on Day 8, and conducted RNA microarray analysis. 

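The microarray data covered sorted lamina propria macrophages from 9 mice, 5 LysMCre and 4 LysMCre;Arntfl/fl, with 1 array per mouse and no pooling. Colitis had been induced with 3% (w/v) DSS for 5 days, followed by 3 days of regular water, and the cells were collected on Day 8. According to the submitters' notes, RNA was extracted with TRIzol LS, and 1.5 ng of it per sample was amplified, labelled and hybridized to Affymetrix Mouse Gene arrays. The authors processed the arrays with RMA, which corrects the background, normalizes the arrays to a shared distribution and summarizes the probes of each probe set as 1 value on the log2 scale. The values covered 34365 probe sets, of which 23521 carried 1 gene symbol, 1814 carried several and 9030 were unnamed here. They ranged from 2.26 to 14.27, and the median of an array lay between 5.98 and 6.04. From these values, LysMCre;Arntfl/fl was compared with LysMCre for each probe set with limma (lmFit and eBayes), with Benjamini-Hochberg adjustment over all 34365 probe sets and no filter on dim probe sets. A probe set was called at an adjusted p below 0.05 and a fold change above 1.5, the thresholds that the paper used with SAM. A positive log2 fold change means a higher value in LysMCre;Arntfl/fl macrophages. Shifts of 31 gene lists, fixed before the data were examined, were tested with limma's camera at a preset correlation of 0.01, on the brightest probe set of each gene with 1 gene symbol. The Benjamini-Hochberg adjustment of these tests ran over the 31 lists, and calls adjusted over a list alone kept the fold threshold. Probe sets with several symbols were tested but assigned to no gene, and the number of arrays limits the precision of every value.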

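Arrays of the same genotype resembled each other slightly more than arrays of different genotypes. Over all probe sets, the mean Pearson correlation was 0.984 among the LysMCre macrophages and 0.987 among the LysMCre;Arntfl/fl macrophages, against 0.982 between genotypes. The mean within genotypes exceeded the mean between genotypes by 0.00291 (one-sided exact permutation test over all splits of the 9 arrays into 5 and 4, p = 0.0159, where the smallest possible p is 0.00794). With average linkage and Pearson dissimilarity, the 2 top clusters held 1 genotype each. The first principal component carried 23.8% of the variance and separated all LysMCre from all LysMCre;Arntfl/fl arrays, and the second carried 17.8%. Of the 9 arrays, only LysMCre replicate 4 had a higher mean correlation with the other genotype (0.984) than with its own (0.983). The number of arrays in the cluster of their genotype was 6 of 9 with the 1000 most variable probe sets and 6 of 9 with Spearman correlation. It was 5 of 8 without LysMCre replicate 1, 7 without LysMCre replicate 3, 6 without LysMCre replicate 5, 5 without LysMCre;Arntfl/fl replicate 2 and 6 without LysMCre;Arntfl/fl replicate 3, and without LysMCre;Arntfl/fl replicate 2 the permutation p was 0.0536.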

Unsupervised clustering clearly distinguished the two cohorts, indicating similar gene expression patterns among mice with the same genotype (Figure 6A). Together, 115 upregulated and 138 downregulated genes were identified in *LysMCre;Arnt*^*fl*/*fl*^ compared to *LysMCre* macrophages, based on a minimum 1.5X absolute change cutoff and a false discovery rate (FDR) adjusted *p*-value (stated as *q*-value here) of 0.05 (Figure 6B, yellow dots). 

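The largest increases among the called probe sets were in Ngp, in a probe set annotated to both Saa1 and Saa2, in Ankrd22 and in 3 stefin genes. Ngp, which encodes neutrophilic granule protein, was 10.9-fold higher (log2 fold change 3.45, standard error 0.51, adjusted p = 0.0330 from limma), and the cysteine protease inhibitor genes Stfa3 (2.902, adjusted p = 0.0281), Stfa2l1 (2.80, adjusted p = 0.0204) and Stfa1 (2.72, adjusted p = 0.0330) rose with it. Ankrd22 (2.93), Olfm4 (1.64), which encodes a granule glycoprotein of a subset of neutrophils and of intestinal crypt cells, and U90926 (1.39) were also called higher. Adjusted for the mean of neutrophil genes, the log2 fold change was 1.55 for Ngp (standard error 0.46), 1.53 for Ankrd22 (standard error 0.36), 1.77 for Stfa3 (standard error 0.53), 1.38 for Stfa2l1 (standard error 0.24), 1.26 for Stfa1 (standard error 0.45) and 0.71 for Olfm4 (standard error 0.26); Ngp is itself part of that mean. Car3 (1.86, adjusted p = 0.0169) and Fabp4 (1.80, adjusted p = 0.0330), which encode a carbonic anhydrase and a fatty acid binding protein and are abundant in adipocytes, rose as well. Among the decreases, Apol7c (-3.60, adjusted p = 0.0272) was the largest, and the chemokine gene Ccl8 (-2.05) and Pgf (-2.02), which encodes placental growth factor, followed. The sialic acid lyase gene Npl (-1.61) had the smallest adjusted p of the genes named in these passages, 0.0100. The nuclease gene Dnase1l3 (-1.47), the interferon-induced GTPase gene Gbp2b (-1.24), the tryptophan metabolism gene Kynu (-1.23), the cell fusion gene Dcstamp (-1.23), Scimp (-1.37) and H2-M2 (-1.16) were called lower too. Of the 31 gene lists, 5 shifted higher and 12 lower with camera at the preset correlation, and with an estimated correlation 0 did in either direction (fry, which tests whether a list moves 1 way, took 4 past the threshold as higher and 5 as lower). In all, 49 probe sets were called higher and 52 lower, and 41 and 41 of these carried 1 gene symbol. At an unadjusted p below 0.05 and a fold change above 1.5, 304 probe sets were higher and 423 lower. Limma called 0 higher and 0 lower with the mean of neutrophil genes as a covariate, and at an unadjusted p below 0.05 with the fold threshold 500 and 785 passed. A SAM-type d score, the kind of test the paper used, called 141 higher and 174 lower, all 101 included. The counts rested on single arrays: 17 were higher without LysMCre replicate 1, 13 higher and 18 lower without LysMCre replicate 2, 3 and 2 without LysMCre replicate 3, 74 and 75 without LysMCre replicate 4, 0 and 1 without LysMCre replicate 5, and 1 higher without each of LysMCre;Arntfl/fl replicates 2, 3 and 4, with 4, 3 and 5 lower. All 101 probe sets kept their sign in these fits, which was fixed in advance, since none of the 101 overlapped between genotypes.

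**Figure D1:**
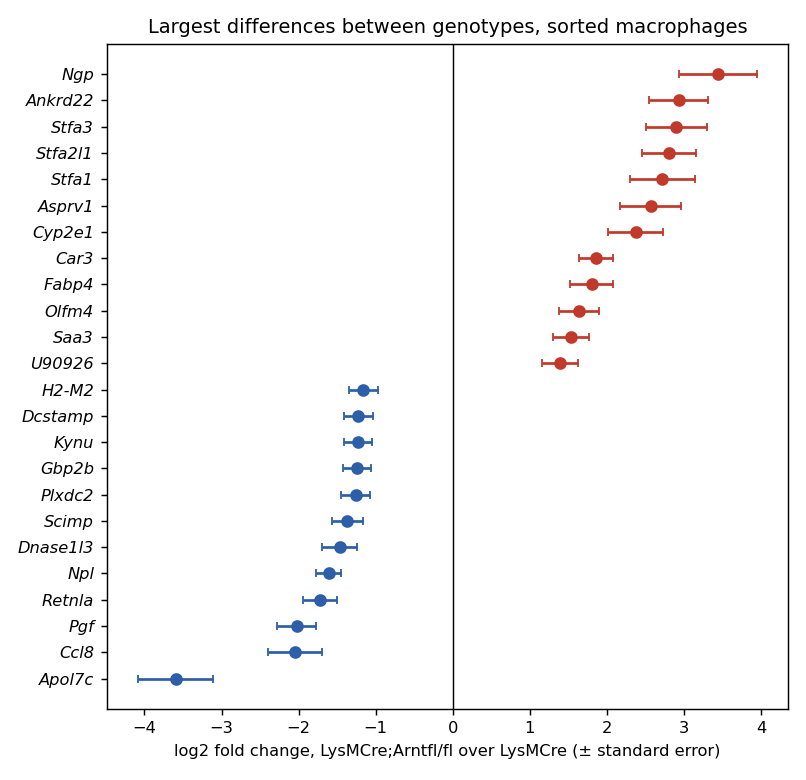
Log2 fold change (LysMCre;Arntfl/fl over LysMCre, points) with its standard error (bars) for the 12 probe sets with the largest increase and the 12 with the largest decrease among those called with 1 gene symbol and no overlap between genotypes. The values run from -3.60 for Apol7c to 3.45 for Ngp.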

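Arnt itself fell in LysMCre;Arntfl/fl macrophages. Its log2 value was 9.39 ± 0.10 (SD, n = 5) in LysMCre and 8.73 ± 0.10 (SD, n = 4) in LysMCre;Arntfl/fl macrophages, which is a fold change of -1.58 (log2 fold change -0.66, standard error 0.09, adjusted p = 0.0214 from limma). All 4 LysMCre;Arntfl/fl arrays lay below all 5 LysMCre arrays. The call was lost when some arrays were left out, with adjusted p = 0.0635 without LysMCre replicate 3, 0.0607 without LysMCre replicate 5, 0.0534 without LysMCre;Arntfl/fl replicate 2, 0.0626 without LysMCre;Arntfl/fl replicate 3 and 0.0883 without LysMCre;Arntfl/fl replicate 4.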

Decreased *Arnt* gene expression was also verified (Figure 6B, black dot). Expression of multiple genes previously associated with adverse effects in IBD, including *Lcn2, Il1f9, Lrg1*, and *Mmp9* (Figure 6B, blue dots), was higher in *LysMCre;Arnt*^*fl*/*fl*^ macrophages. 

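Lcn2, Il1f9, Lrg1 and Mmp9 had higher means in LysMCre;Arntfl/fl macrophages, and in each of these genes all 4 LysMCre;Arntfl/fl arrays lay above all 5 LysMCre arrays. Lcn2, which encodes the iron-sequestering protein lipocalin 2, had a log2 value of 9.38 ± 0.91 (SD, n = 5) in LysMCre and 11.57 ± 0.47 (SD, n = 4) in LysMCre;Arntfl/fl macrophages, a 4.57-fold difference (log2 fold change 2.19, standard error 0.41, adjusted p = 0.0562 from limma). The log2 fold change was 1.98 for Il1f9 (IL-36 gamma; standard error 0.42, adjusted p = 0.0754), 1.54 for Lrg1 (leucine-rich alpha-2-glycoprotein; standard error 0.32, adjusted p = 0.0762) and 1.36 for Mmp9 (gelatinase B; standard error 0.25, adjusted p = 0.0550). None of the 4 passed the threshold of limma over all probe sets, while the SAM-type d score called each of them, with q = 0.0153 for Lcn2, 0.0306 for Il1f9, 0.0306 for Lrg1 and 0.0199 for Mmp9. Without LysMCre replicate 4, limma called all 4, with adjusted p = 0.0177 for Lcn2, 0.0308 for Il1f9, 0.0366 for Lrg1 and 0.0198 for Mmp9. They are part of a list, made for this comparison, of 11 genes that are known from neutrophils and appear in the paper, all of which had a positive log2 fold change (median 2.19, adjusted p = 5.14e-18 from limma's camera, and adjusted p = 0.190 with an estimated correlation); 3 of the 11 were called, and 11 when adjusted over the list alone. The study chose these genes on the same samples, so this count is not independent evidence of their direction. Of 25 other neutrophil genes that the paper does not name from these arrays (Cxcr2 and Ly6g appear elsewhere in it), 22 had a positive log2 fold change (median 0.74, adjusted p = 8.27e-10 from limma's camera, and adjusted p = 0.199 with an estimated correlation), 1 was called and 13 were higher when adjusted over the list alone. Examples are the calprotectin genes S100a8 (1.59) and S100a9 (0.98), the chemokine receptor gene Cxcr2 (1.80), the cathelicidin gene Camp (1.44) and Ly6g (1.35). The mean of these 25 genes lay between 7.87 and 8.78 in the LysMCre arrays, with the highest value in replicate 4, and between 8.73 and 9.30 in the LysMCre;Arntfl/fl arrays. With this mean as a covariate, the log2 fold change was 0.48 for Lcn2 (standard error 0.23), 0.48 for Il1f9 (0.41), 0.23 for Lrg1 (0.22) and 0.38 for Mmp9 (0.19), and none of them was called.

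**Figure D2:**
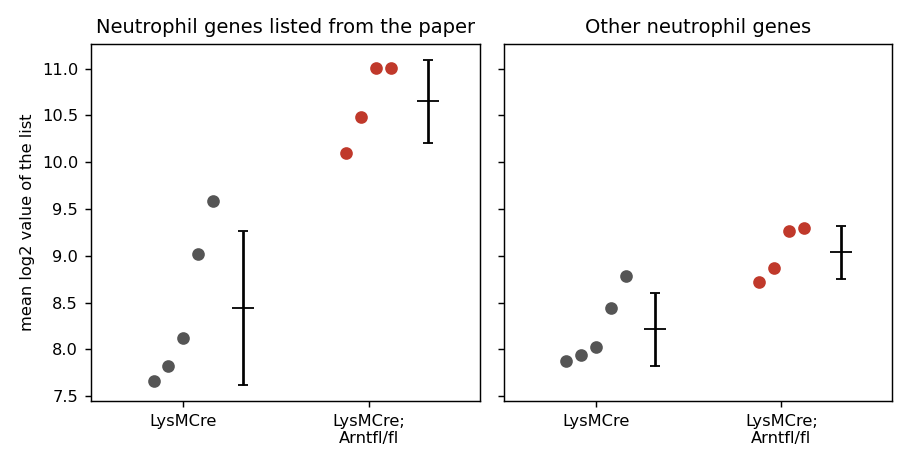
Mean log2 value per array of the 11 genes that the paper names and that were listed here as neutrophil genes (left) and of 25 other neutrophil genes (right), by genotype. Each point is 1 mouse, and the bars are the mean and SD of the genotype. In the right panel, 1 LysMCre array (8.78) lies above the lowest LysMCre;Arntfl/fl array (8.73).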

Simultaneously, several genes whose products act to limit or resolve colitis [e.g., *Areg and Fgl2* (Figure 6B, blue dots)] showed lower expression levels in HIF-deficient macrophages. 

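Fgl2, which encodes the fibrinogen-like protein 2, fell in LysMCre;Arntfl/fl macrophages. Its log2 value was 9.38 ± 0.19 (SD, n = 5) in LysMCre and 8.45 ± 0.31 (SD, n = 4) in LysMCre;Arntfl/fl macrophages, with no overlap between the genotypes (log2 fold change -0.93, standard error 0.15, adjusted p = 0.0364 from limma). Of 15 measured genes of growth factors of repair, listed before the data were examined, 3 had a positive and 12 a negative log2 fold change (median -0.18, adjusted p = 0.00458 from limma's camera, and adjusted p = 0.190 with an estimated correlation), 0 were called and 0 passed when adjusted over the list alone. This shift lost the threshold with the mean of neutrophil genes as a covariate (adjusted p = 0.140). Areg belongs to that list but has no probe set of its own, so it was not analysed here. The call of Fgl2 was lost with adjusted p = 0.0574 without LysMCre replicate 1, 0.0765 without LysMCre replicate 2, 0.0904 without LysMCre replicate 3, 0.0901 without LysMCre replicate 5, 0.0708 without LysMCre;Arntfl/fl replicate 2, 0.104 without LysMCre;Arntfl/fl replicate 3 and 0.110 without LysMCre;Arntfl/fl replicate 4.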

We compared our microarray results with a previous genome profiling study performed over the time course of DSS-induced colitis (55). Twenty-eight genes exhibited overlap between both datasets (see Figure 7B), which included *Lcn2 and Lrg1*, pro-inflammatory genes previously implicated in colitis. Of note, expression of two key target genes of AhR signaling (*Cyp1a1 and Ugt1a1*) was not significantly altered in ARNT-deficient intestinal macrophages (Figure 6B, purple dots), further supporting the notion that AhR signaling is not a significant contributing factor to the phenotypes we observed.

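Targets of the aryl hydrocarbon receptor (AhR) showed no shared direction in LysMCre;Arntfl/fl macrophages. Cyp1a1, the classical AhR target, had a log2 value of 5.66 ± 0.10 (SD, n = 5) in LysMCre and 5.80 ± 0.34 (SD, n = 4) in LysMCre;Arntfl/fl macrophages (log2 fold change 0.14, standard error 0.14, adjusted p = 0.795 from limma), with overlapping arrays. Ugt1a1 has no probe set of its own; the 2 probe sets that cover several Ugt1a genes had log2 fold changes of 0.16 (adjusted p = 0.580) and -0.00 (adjusted p = 0.993). Of 7 measured AhR targets, 4 had a positive and 3 a negative log2 fold change (median 0.05, adjusted p = 0.83 from limma's camera, and adjusted p = 0.896 with an estimated correlation), and limma called 0, with 0 when adjusted over the list alone. The largest values were -0.50 for the AhR repressor gene Ahrr, 0.49 for Nqo1, -0.34 for Tiparp and 0.19 for Cyp1b1. A p above the threshold does not show that the values did not differ.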

**Figure 6:**
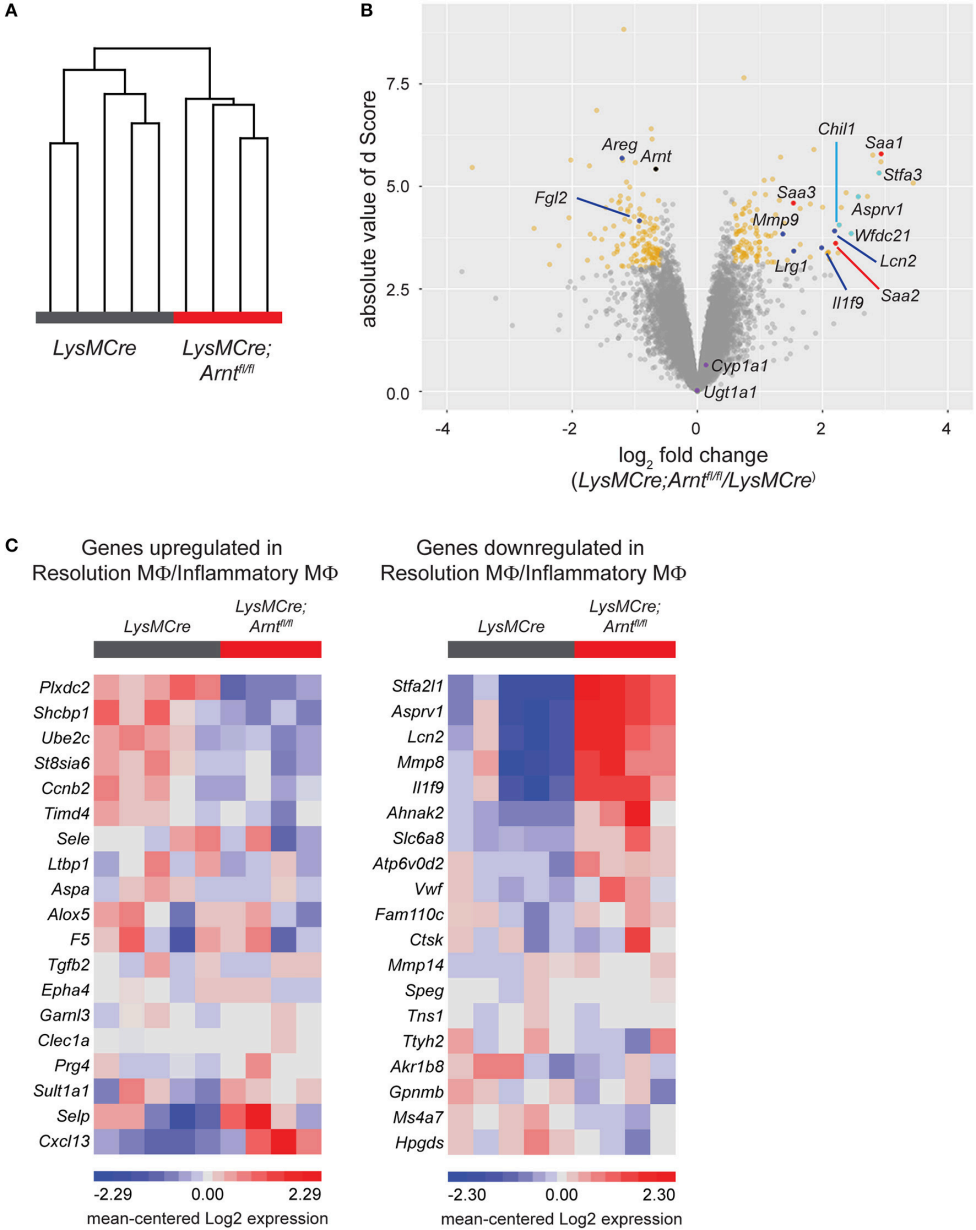
HIF deficiency renders macrophages less pro-resolving. **(A)** Unsupervised hierarchical clustering of microarray samples collected as sorted lamina propria macrophages from *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice. Each sample was from a single mouse. Clustering was performed on log 2 normalized gene intensities (from robust multi-array average). Average linkage was used with Pearson dissimilarity as the distance measure. **(B)** Volcano plot of the statistical significance (d score, the T-statistic value used in Significance Analysis of Microarrays) against the log 2 ratio of gene expression between lamina propria macrophages from *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice, based on the microarray analysis. The magnitude of d score scales with statistical significance. Genes with fold change below or above 1.5 and a false discovery rate (*q*-value) smaller than 5% are in yellow. **(C)** Heat maps of gene expression using the top 20 upregulated (left) and downregulated (right) genes in resolution phase macrophages (Gene Express, E-MEXP-3189). Gene expression data are from our microarray analysis of *LysMCre;Arnt*^*fl*/*fl*^ vs. *LysMCre* lamina propria macrophages. Each panel in **(C)** displays 19/20 genes differentially expressed (80), as one gene from each list was not detected in our microarray analysis.

**Figure 7:**
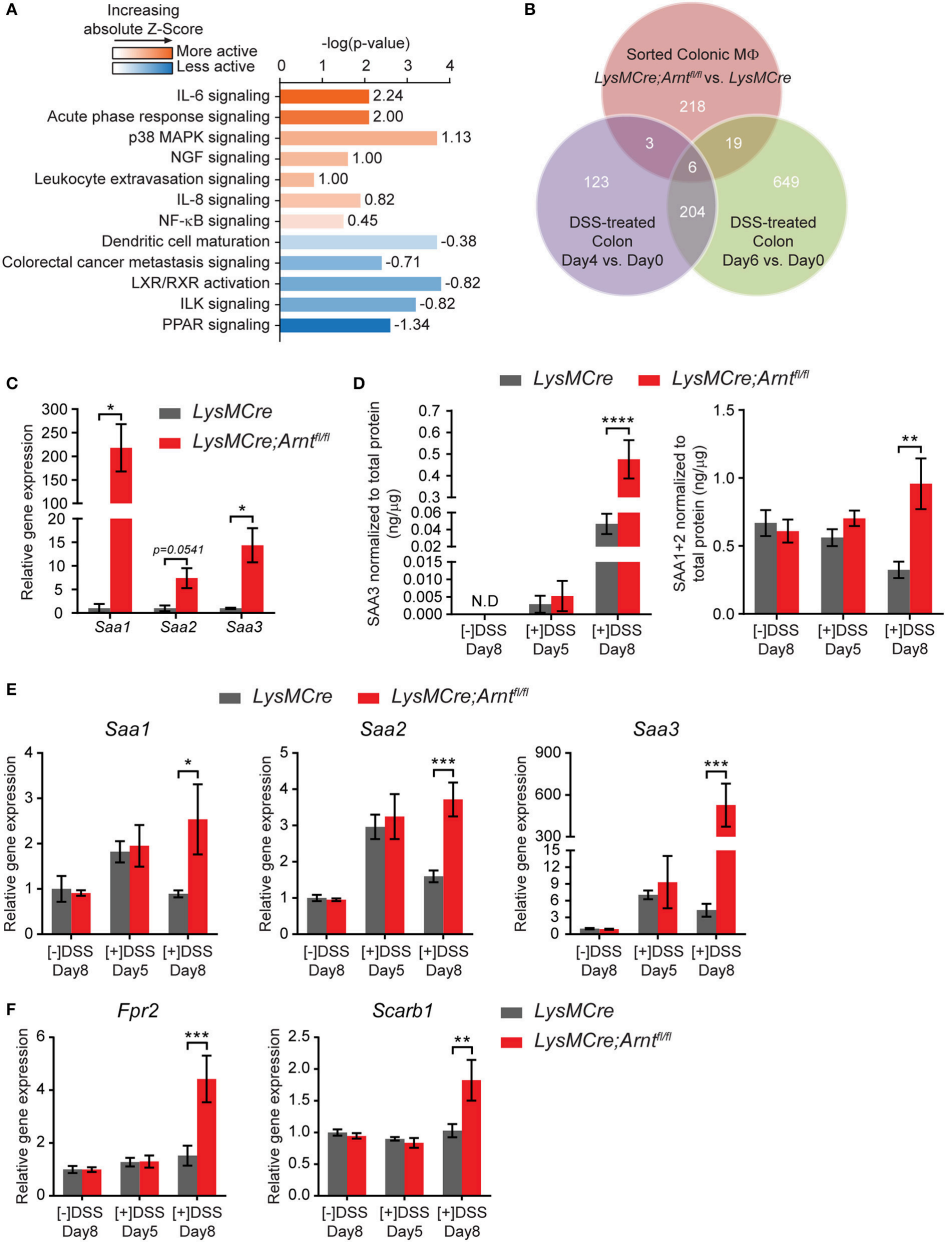
Myeloid HIF deficiency results in increased serum amyloid As production in the colon. **(A)** Ingenuity Pathway Analysis (IPA) of canonical pathways differentially expressed between *LysMCre* (*n* = 5) and *LysMCre;Arnt*^*fl*/*fl*^ (*n* = 4) lamina propria macrophages based on microarray. Numbers on the right end of each bar are activation Z-Score of that pathway. A positive Z-Score (colored orange) indicates likely activation of that pathway in *LysMCre;Arnt*^*fl*/*fl*^ compared to *LysMCre* lamina propria macrophages, and a negative Z-Score (colored blue) indicates likely inactivation. Z-Score > 2 or < −2 is considered significant. **(B)** Venn diagram showing overlapping between differentially expressed genes in (red circle) *LysMCre* vs. *LysMCre;Arnt*^*fl*/*fl*^ lamina propria macrophages (absolute fold change >1.5 and *q*-value < 5%), (purple circle) Day 4 vs. 0 and (green circle), and Day 6 vs. 0 DSS-treated colon (absolute fold change > 2 and *q*-value < 5%) based on GSE22307. **(C)** RT-qPCR analysis of *Saa1, Saa2*, and *Saa3* in sorted lamina propria macrophages from mice challenged with DSS for 5 days and sacrificed on Day 8. Data presented as mean ± s.e.m. Student's *t*-test, ^*^p < 0.05. **(D–F)** Data represent untreated mice ([–]DSS) sacrificed on day 8 (*n* = 4) and DSS-treated mice ([+]DSS) sacrificed on day 5 (*n* = 4) and day 8 (*n* = 6). **(D)** ELISA analyzes of SAA3 (left panel) and SAA1/2 (right panel) in colonic explant supernatants. **(E,F)** RT-qPCR analysis of **(E)** *Saa1, Saa2*, and *Saa3* and **(F)** *Fpr2, Scarb1* in colon tissues. Data presented as mean ± s.e.m. Two-way ANOVA for **(D–F)**; ^*^p < 0.05, ^**^p < 0.01, ^***^p < 0.001, and ^****^p < 0.0001.

Given the defective resolution of colitis observed in *LysMCre;Arnt*^*fl*/*fl*^ mice, we next asked whether conversion to a pro-resolving phenotype was impaired in HIF-deficient macrophages. Transcriptomic profiles of inflammatory macrophages and resolution phase macrophages have been described in a previous study (80). By comparing differentially expressed genes in *LysMCre;Arnt*^*fl*/*fl*^ and *LysMCre* macrophages to the published differentially expressed genes in inflammatory- and resolution-phase macrophages, we observed that ~70% of the genes in our list were consistent with a reduction in a pro-resolving phenotype of macrophages in *LysMCre;Arnt*^*fl*/*fl*^ mice. For example, of the 20 most highly upregulated genes in resolution macrophages, 13 (65%) were instead *downregulated* in sorted *LysMCre;Arnt*^*fl*/*fl*^ macrophages (Figure 6C, left panel). Similarly, 13 (65%) of the 20 most downregulated genes in resolution macrophages were instead *upregulated* in sorted *LysMCre;Arnt*^*fl*/*fl*^ macrophages (Figure 6C, right panel). 

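Of the 19 gene symbols shown in the left panel of Figure 6C, all measured, 13 had a negative and 6 a positive log2 fold change in LysMCre;Arntfl/fl macrophages (median -0.16). Limma called 1 of them, Plxdc2, a transmembrane receptor gene, which fell by 1.26 on the log2 scale (standard error 0.19, adjusted p = 0.0330). Beyond 1.5-fold lower but not called were the proliferation genes Shcbp1 (-0.91, adjusted p = 0.186) and Ube2c (-0.63, adjusted p = 0.192), and St8sia6 (-0.59, adjusted p = 0.214). On the other side, the B cell chemoattractant gene Cxcl13 had a log2 fold change of 1.65 (adjusted p = 0.119) and the adhesion molecule gene Selp 1.20 (adjusted p = 0.439). The list comes from the figure, so its direction was tallied and not tested. The call of Plxdc2 was lost with adjusted p = 0.0574 without LysMCre replicate 1, 0.0805 without LysMCre replicate 3, 0.0780 without LysMCre replicate 5, 0.0865 without LysMCre;Arntfl/fl replicate 2, 0.103 without LysMCre;Arntfl/fl replicate 3 and 0.110 without LysMCre;Arntfl/fl replicate 4.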

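Of the 19 gene symbols shown in the right panel of Figure 6C, all measured, 13 had a positive and 6 a negative log2 fold change (median 0.38), and 7 lay beyond 1.5-fold, all on the higher side. The skin aspartic protease gene Asprv1 and Stfa2l1 were the 2 that limma called. The neutrophil collagenase gene Mmp8 (2.09, adjusted p = 0.0873), Ahnak2 (1.399, adjusted p = 0.171) and the creatine transporter gene Slc6a8 (0.78, adjusted p = 0.0699) had higher values without passing the threshold. Without 1 array, the log2 fold change of Ahnak2 ran from 0.89 to 1.68. Among the 6 lower genes were the prostaglandin D synthase gene Hpgds (-0.40, adjusted p = 0.428), Ms4a7 (-0.37, adjusted p = 0.274) and Gpnmb (-0.35, adjusted p = 0.503). Of the 7 genes beyond 1.5-fold, 5 are among the 11 genes of the paper that were listed here as neutrophil genes, an overlap that was counted and not tested.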

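The 12/15-lipoxygenase gene Alox15 varied more among the LysMCre mice than between genotypes. Its log2 value was 7.50 ± 0.86 (SD, n = 5) in LysMCre and 7.03 ± 0.14 (SD, n = 4) in LysMCre;Arntfl/fl macrophages, a fold change of -1.38 (log2 fold change -0.47, standard error 0.36, adjusted p = 0.701 from limma). The arrays of the genotypes overlapped, and the SAM-type d score gave q = 0.577, as a fraction. With the mean of the 25 neutrophil genes that the paper does not name from these arrays as a covariate, its fold change was -3.13, and it was not called.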

Expression of *Alox15*, whose upregulation is a hallmark of pro-resolving macrophages (80, 81), showed a −1.38-fold change (*q*-value = 62.6) in *LysMCre;Arnt*^*fl*/*fl*^ lamina propria macrophages compared to *LysMCre* macrophages, confirmed with RT-qPCR (data not shown). Collectively, these data suggest a critical role of HIF signaling for the functional conversion of macrophages, which might underlie the successful shift from induction phase to resolution phase in acute colitis.

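Genes of mature colonic macrophages shifted lower in LysMCre;Arntfl/fl macrophages with camera at the preset correlation, but not with an estimated one. Of 20 such genes, 15 had a negative and 5 a positive log2 fold change (median -0.21, adjusted p = 0.000529 from limma's camera, and adjusted p = 0.319 with an estimated correlation). The fractalkine receptor gene Cx3cr1 (-0.83), the tetraspanin gene Cd81 (-0.71) and the folate receptor gene Folr2 (-0.58) had the most negative values, against 0.62 for the haemoglobin scavenger receptor gene Cd163. Limma called 0 of the 20 over all probe sets, and 2 were lower when adjusted over the list alone. Genes of efferocytosis, the uptake of dying cells, had a median log2 fold change of -0.15 over 15 measured genes (adjusted p = 0.0399 from limma's camera, and adjusted p = 0.319 with an estimated correlation), with 0 called and 0 when adjusted over the list alone. The efferocytosis shift passed the threshold in the full set of arrays and lost it with adjusted p = 0.0912 without LysMCre replicate 1, 0.0697 without LysMCre replicate 2, 0.0840 without LysMCre replicate 5, 0.114 without LysMCre;Arntfl/fl replicate 2 and 0.0670 without LysMCre;Arntfl/fl replicate 4. With the mean of neutrophil genes as a covariate, the shift of the mature macrophage genes (adjusted p = 0.0637) and that of the efferocytosis genes (adjusted p = 0.758) lost the threshold. The paper compared its differing genes with published profiles of inflammatory and resolution phase macrophages, and gives the genes of Figure 6C as examples. It reports that most of the genes went with a less pro-resolving phenotype, and that RT-qPCR of Alox15 bore out the array. From these data it proposes that HIF signaling has a role in the functional conversion of macrophages. That conversion, it adds, might underlie the shift from the induction to the resolution phase.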

Multiple studies suggest that macrophage “polarization” into M1 or M2 fates can regulate a variety of inflammatory conditions (82–88). To test if macrophage polarization was affected by *Arnt* deletion, we cultured *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ BMDMs under either normoxia or hypoxia, with or without stimuli that induce an M1 (5 ng/mL LPS+1 ng/mL IFNγ) or M2 (5 ng/mL IL-4+5 ng/mL IL13) phenotype. Based on qPCR analysis of several canonical M1- and M2-associated markers, we found that M1 polarization was enhanced (Figure S6A), whereas M2 polarization was suppressed (Figure S6B). In contrast, when microarray data of sorted macrophages recovered from colon tissue were subject to a comprehensive analysis of M1 and M2 markers, we observed a mixed profile of polarization, marked by repression of both M1 and M2 gene signatures (Figures S6C,D). Consequently, it remains unclear from these data whether myeloid HIF deficiency favors one polarization state over the other *in vivo*.

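Markers of M1 and of M2 macrophages had log2 fold changes on both sides of 0 in LysMCre;Arntfl/fl macrophages, most of them not called, and the lists of both, fixed in advance, leaned lower. Of the 33 measured genes of the M1 heatmap (Figure S6C), 20 had a negative and 13 a positive log2 fold change (median -0.06), and limma called 0, with 2 beyond 1.5-fold lower and 3 higher. Of the 29 measured genes of the M2 heatmap (Figure S6D), 15 had a negative and 14 a positive log2 fold change (median -0.08), with 3 beyond 1.5-fold lower and 5 higher, which were Chil1 (2.26), Chil3 (2.25), Retnlg (2.11), Mmp9 (1.36) and F13a1 (0.86). With the mean of neutrophil genes as a covariate, the log2 fold change was 0.75 for Chil1 (standard error 0.38), 1.57 for Chil3 (standard error 0.82), 0.04 for Retnlg (standard error 0.21), 0.38 for Mmp9 (standard error 0.19) and 1.01 for F13a1 (standard error 0.48), and none of them was called; Chil1, Retnlg and Mmp9 are among the genes listed here as neutrophil genes. Of the 29, limma called only Retnla, which encodes resistin-like molecule alpha and fell by 1.72 on the log2 scale (standard error 0.22, adjusted p = 0.0204). In lists fixed before the data were examined, 12 of 16 M1 genes (median -0.21, adjusted p = 0.00360 from limma's camera, and adjusted p = 0.319 with an estimated correlation) and 13 of 19 M2 genes (median -0.29, adjusted p = 0.00360 from limma's camera, and adjusted p = 0.237 with an estimated correlation) had a negative log2 fold change. When adjusted over the list alone, 3 M1 genes were lower and 0 higher, and 5 M2 genes were lower and 3 higher, which were Chil3, Arg1 and Cd163. Among M1 genes, Cxcl9 (-1.28), Il6 (-0.81) and Il12b (-0.62) had negative values, and the nitric oxide synthase gene Nos2 (0.73) and Il12a (0.63) positive ones, with none of them called. Among M2 genes, the lectin genes Mgl2 (-0.91), Clec7a (-0.54) and Mrc1 (-0.36) had negative values, with none of these called. The call of Retnla was lost with adjusted p = 0.0635 without LysMCre replicate 3, 0.0626 without LysMCre replicate 5, 0.0534 without LysMCre;Arntfl/fl replicate 2, 0.0817 without LysMCre;Arntfl/fl replicate 3 and 0.0859 without LysMCre;Arntfl/fl replicate 4.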

### Myeloid HIF deficiency increases serum amyloid a levels in the colon

Among the differentially regulated genes displayed in Figure 6B, those encoding three members of serum amyloid A (SAA) family were identified among the most upregulated genes in *LysMCre;Arnt*^*fl*/*fl*^ macrophages (red dots). 

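The serum amyloid A genes were among the most increased in LysMCre;Arntfl/fl macrophages. A probe set annotated to both Saa1 and Saa2, and assigned to neither here, rose from a log2 value of 5.14 ± 0.85 (SD, n = 5) in LysMCre to 8.08 ± 0.32 (SD, n = 4) in LysMCre;Arntfl/fl macrophages (log2 fold change 2.94, standard error 0.37, adjusted p = 0.0204 from limma). Saa3, the form made by macrophages among other cells, rose as well: its log2 value was 11.77 ± 0.51 (SD, n = 5) in LysMCre and 13.30 ± 0.23 (SD, n = 4) in LysMCre;Arntfl/fl macrophages (log2 fold change 1.53, standard error 0.23, adjusted p = 0.0330 from limma). Saa2 on its own probe set had a log2 value of 5.24 ± 0.60 (SD, n = 5) in LysMCre and 7.45 ± 1.06 (SD, n = 4) in LysMCre;Arntfl/fl macrophages (log2 fold change 2.21, standard error 0.45, adjusted p = 0.0699 from limma) and was not called, whereas the SAM-type d score called it (q = 0.0246). In each of the 3 probe sets, all 4 LysMCre;Arntfl/fl arrays lay above all 5 LysMCre arrays. Saa1 has no probe set of its own and was not analysed by itself. The call of Saa3 was lost with adjusted p = 0.0543 without LysMCre replicate 1, 0.0586 without LysMCre replicate 2, 0.0716 without LysMCre replicate 3, 0.0780 without LysMCre replicate 5, 0.0871 without LysMCre;Arntfl/fl replicate 2, 0.104 without LysMCre;Arntfl/fl replicate 3 and 0.110 without LysMCre;Arntfl/fl replicate 4; that of the shared probe set of Saa1 and Saa2 was lost with 0.0626 without LysMCre replicate 5, 0.0534 without LysMCre;Arntfl/fl replicate 2, 0.0817 without LysMCre;Arntfl/fl replicate 3 and 0.0859 without LysMCre;Arntfl/fl replicate 4. As a covariate, the mean of neutrophil genes ended both calls, with smaller fold changes and wider errors (1.24 with standard error 0.39 for Saa3, adjusted p = 0.429, and 2.22 with standard error 0.58 for the shared probe set, adjusted p = 0.345), whereas the mean of 28 epithelial genes, an alternative chosen after seeing the data, left both (1.55 for Saa3, adjusted p = 0.0410, and 2.73 for the shared probe set, adjusted p = 0.00379). The neutrophil mean ended every other call too, that of Arnt included (log2 fold change -0.62, standard error 0.15, adjusted p = 0.303 from limma). Its correlation with the genotype was 0.80, against 0.20 for the epithelial mean. The lost calls therefore do not tell whether neutrophil RNA raised the Saa probe sets.

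**Figure D3:**
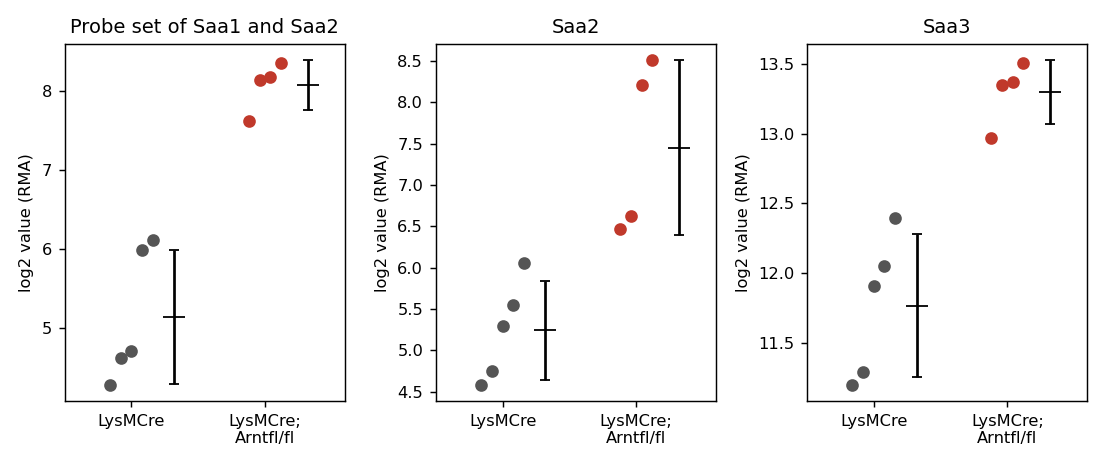
Log2 values (RMA) of the probe set annotated to both Saa1 and Saa2, of Saa2 and of Saa3, by genotype. Each point is 1 mouse, and the bars are the mean and SD of the genotype. The 4 LysMCre;Arntfl/fl mice lie above the 5 LysMCre mice in all 3 panels.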

Ingenuity Pathway Analysis (IPA) also identified acute phase response signaling as one of the most activated signaling pathways in *LysMCre;Arnt*^*fl*/*fl*^ macrophages, which includes *Saa1* and *Saa3* (Figure 7A). 

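Genes of the acute phase response shifted higher in LysMCre;Arntfl/fl macrophages with camera at the preset correlation, but not with an estimated one. Of 23 measured genes, 19 had a positive log2 fold change (median 0.07, adjusted p = 0.00283 from limma's camera, and adjusted p = 0.190 with an estimated correlation). Limma called Saa3 alone over all probe sets, and 4 genes when adjusted over the list alone, which were Saa3, Saa2, Lcn2 and the haptoglobin gene Hp (1.36). Most members, such as the liver fibrinogen gene Fga (0.02) and the C-reactive protein gene Crp (0.04), had values near 0. The study picked this pathway and named Saa2, Saa3 and Lcn2 on these samples, while other members come from general knowledge, so the direction of the list is not independent evidence, and Lcn2 and Hp are also neutrophil genes. Genes of IL-6 and STAT3 signaling, which induces acute phase genes, had a median log2 fold change of -0.03 over 15 genes (adjusted p = 0.230 from limma's camera, and adjusted p = 0.592 with an estimated correlation), with 0 called by limma and 0 when adjusted over the list alone. The pathway analysis with IPA was not repeated.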

Comparison of our microarray results with the temporal genome profiling study of colitis (55) revealed *Saa3* as one of the 6 common genes differentially expressed throughout the time course of disease (Figure 7B), implicating a potential role for *Saa3* in this disease model. SAA is an acute phase response protein whose elevated production is often observed in Crohn's disease and other inflammatory conditions (89–92). Moreover, SAA has been implicated in mediating defective resolution by competing with lipoxin A_4_, a key pro-resolving molecule, for binding to their common receptor, formyl peptide receptor 2 (FPR2) (93, 94). Upregulation of these genes were first confirmed using qRT-PCR (Figure 7C). Moreover, supernatants from colonic explants from *LysMCre;Arnt*^*fl*/*fl*^ mice, contained higher levels of SAA1/2 and SAA3 proteins, particularly on Day 8, compared to controls (Figure 7D). Expression of two key SAA receptors (*Fpr2 and Scarb1*) was also elevated in the colon tissue of *LysMCre;Arnt*^*fl*/*fl*^ mice (Figure 7F), reinforcing a potential role for SAA in colitis. We also assessed *Saa* gene expression in colon tissue and found that the trend of *Saa* expression correlated with disease progression (Figure 7E). After 5-days DSS treatment, both *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice exhibited increased *Saa* expression compared to untreated mice. On Day 8, *Saa* gene expression in *LysMCre* mice declined to a level similar to untreated mice; however, *LysMCre;Arnt*^*fl*/*fl*^ mice maintained a high level of *Saa* gene expression, and an elevated level of *Saa3*. These results again implicate SAA in the regulation of colitis resolution.

KEGG pathway analysis of significantly upregulated genes in *LysMCre;Arnt*^*fl*/*fl*^ lamina propria macrophages suggested changes in arachidonic acid metabolism (Figure S7A), especially increased *Ptges1, Cyp2e1* and *Ggt1* expression (Figure S7B). 

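Cyp2e1 rose in LysMCre;Arntfl/fl macrophages, while the eicosanoid genes as a group did not pass the threshold for a shared direction. Cyp2e1, a cytochrome P450 that also metabolizes ethanol and fatty acids, had a log2 value of 6.14 ± 0.22 (SD, n = 5) in LysMCre and 8.51 ± 0.95 (SD, n = 4) in LysMCre;Arntfl/fl macrophages, a 5.19-fold difference (log2 fold change 2.37, standard error 0.36, adjusted p = 0.0330 from limma). Of 21 measured genes of eicosanoid metabolism, 10 had a positive and 11 a negative log2 fold change (median -0.02, adjusted p = 0.823 from limma's camera, and adjusted p = 0.896 with an estimated correlation). Cyp2e1 was the member that limma called, and 3 were higher and 0 lower when adjusted over the list alone. At an unadjusted p below 0.05 from limma, 10 of the 21 passed, counting both directions, against 11.5% of all probe sets. Camera tests a shared direction, so its result does not bear on changes in both directions. Ggt1 has no probe set of its own and was not analysed here. The call of Cyp2e1 was lost with adjusted p = 0.0539 without LysMCre replicate 1, 0.0618 without LysMCre replicate 2, 0.0805 without LysMCre replicate 3, 0.0804 without LysMCre replicate 5, 0.0527 without LysMCre;Arntfl/fl replicate 2, 0.104 without LysMCre;Arntfl/fl replicate 3 and 0.0859 without LysMCre;Arntfl/fl replicate 4. The KEGG analysis was not repeated.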

*Ptges1* encodes prostaglandin E synthase 1 (PTGES1), which catalyzes the production of prostaglandin E2 (PGE_2_) (95). Since PGE_2_ elicits diverse functions during inflammation, we primarily assessed PGE_2_ production and key enzymes responsible for it. *Ptges1* and *Ptges2* upregulation were confirmed using RT-qPCR (Figure S7C). 

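Ptges, the gene of prostaglandin E synthase 1 that the paper writes as Ptges1, had a log2 fold change of 1.19 on the arrays (standard error 0.27, adjusted p = 0.0925 from limma) and was not called. The SAM-type d score called it (q = 0.0414). Ptges2, the gene of the second prostaglandin E synthase, had a log2 fold change of 0.51 (standard error 0.09) with adjusted p = 0.0423, and its fold change of 1.42 lay below the threshold of 1.5. In both genes, the mean was higher in LysMCre;Arntfl/fl macrophages, at 9.48 against 8.29 for Ptges and 7.64 against 7.14 for Ptges2.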

Interestingly, *LysMCre;Arnt*^*fl*/*fl*^ mice exhibited lower levels of PGE_2_ as compared with *LysMCre* mice in the gut (Figure S7D). Further measurement of PGE_2_ in BMDM culture supernatants suggested that decreased PGE_2_ production by HIF-deficient macrophages may partially contribute to these observations in the colon (Figure S7E, left). Of note, PGE_2_ generation in BMDNs was independent of HIF-α/ARNT heterodimers (Figure S7E, right). 

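Ptgs2, which encodes cyclooxygenase 2, had a lower mean in LysMCre;Arntfl/fl macrophages on the arrays, at 12.58 ± 0.24 (SD, n = 5) in LysMCre and 12.03 ± 0.15 (SD, n = 4) in LysMCre;Arntfl/fl macrophages. The difference (log2 fold change -0.55, standard error 0.13, adjusted p = 0.109 from limma) did not pass the threshold, and the SAM-type d score did not call it either (q = 0.0588).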

Decreased *Ptgs2* expression (Figure S7C), encoding cyclooxygenase 2 (COX2), in *LysMCre;Arnt*^*fl*/*fl*^ lamina propria macrophages may be responsible for lower PGE_2_ levels, despite *Ptges1* and *Ptges2* upregulation which are downstream of COX2 in PGE_2_ production. Given PGE_2_ has been shown to facilitate resolution of colonic inflammation (96–98), lower levels of PGE_2_ may partially contribute to defective resolution in *LysMCre;Arnt*^*fl*/*fl*^ mice. However, we note differences of colonic PGE_2_ levels between *LysMCre* and *LysMCre;Arnt*^*fl*/*fl*^ mice are modest, suggesting other factors are important as well.

## Discussion

In the present study, we demonstrate that HIF signaling in myeloid cells is essential for resolution of acute colitis (Figure 8). Myeloid HIF deficiency increases the infiltration of pro-inflammatory neutrophils and monocytic cells, impedes the functional conversion of macrophages to a pro-resolving phenotype, and promotes SAA production in the colon during the resolution phase. Collectively, these disruptions contribute to defective resolution of colitis in mice with myeloid HIF deficiency.

**Figure 8:**
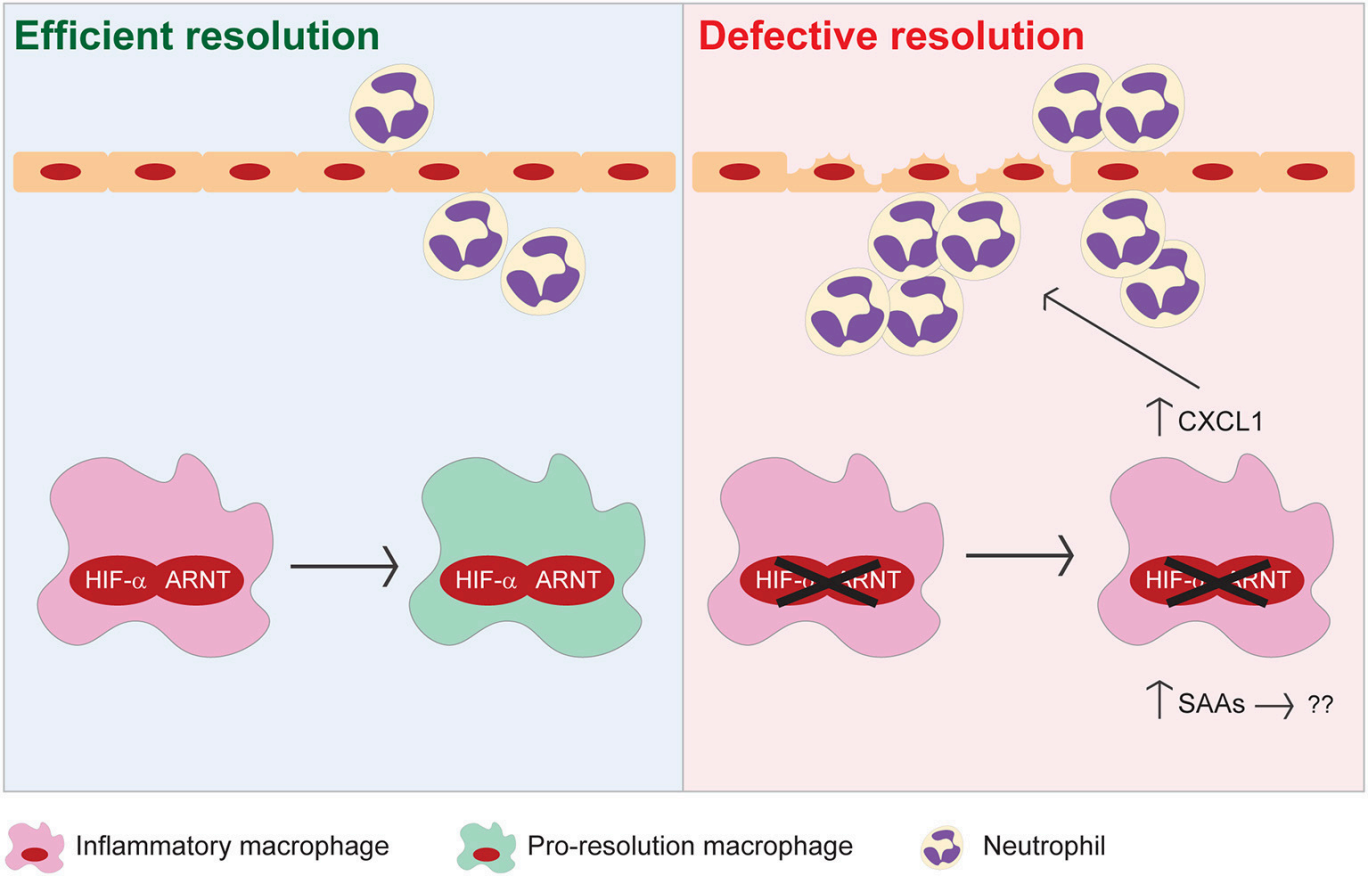
Proposed model illustrating the pro-resolving functions of myeloid HIF-α/ARNT heterodimer during resolution of intestinal inflammation.

Previously, pharmacological approaches to stabilize HIFα proteins using PHD inhibitors were shown to suppress intestinal inflammation (37, 38). In line with these findings, our study demonstrates that myeloid HIF function is necessary for proper and timely resolution of acute colitis, highlighting myeloid cells as active contributors to the anti-inflammatory effects of PHD inhibitors. In contrast, a previous study shows that depletion of myeloid ARNT dampens cutaneous inflammation (99). The apparent discrepancy between that study and ours is likely explained by the differences in disease models. Given the plasticity of macrophages, it is not surprising for myeloid HIF to elicit different functions in response to distinct microenvironments in various types of inflammation. For example, we found that myeloid ARNT is dispensable for animal survival in an LPS-induced endotoxemia model and macrophage recruitment in thioglycollate-induced peritoneal inflammation (data not shown). These results strongly suggest that potential pharmacological approaches to stabilize HIF should be selected carefully to match the cellular hypoxic responses in specific diseases.

The importance of HIF signaling in distinct cell types, including epithelial cells (4, 12, 40, 41), dendritic cells (42) and T cells (59), has been studied in the context of intestinal inflammation. We add to these findings by demonstrating that myeloid HIF-1α and HIF-2α are crucial to resolve acute colitis. Although myeloid HIF-1α has been recently implicated in promoting DSS-induced colitis (43, 44), we hypothesize that these disparate results are likely due to different phases of inflammation under examination, and/or different effects of the gene promoters driving Cre-mediated recombination. Specifically, Bäcker and colleagues (43) examined mice up to Day 6 of DSS treatment without time for recovery, as opposed to our study where the principal phenotype was captured after removal of DSS H_2_O. Moreover, we utilized *LysMCre* which targets mature macrophages and Gr-1^+^ myeloid cells, while Kim and colleagues (44) chose *hMRP8Cre* for recombination primarily in Gr-1^+^ granulocytes. These reports underscore the complexity of colitis, and roles of different myeloid populations. Moreover, we note the less impressive contribution of HIF-2α, compared with HIF-1α, to colitis resolution (Figure 3), which may be due to its less dramatic induction under hypoxia in macrophages (Figure 1). We conclude that HIF-1α is the major isoform driving proper resolution of intestinal inflammation, with HIF-2α contributing to a lesser extent.

Previous studies have described a protective role for AhR, another established ARNT binding partner, in colitis (100–102). However, AhR was globally deleted in these mice. Our findings suggest that myeloid AhR is not likely a major contributor to colitis resolution, as disruption of HIF-1α and HIF-2α signaling accounts for the majority of ARNT-dependent effects in our model. Microarray analysis of sorted lamina propria macrophages supports our contention that myeloid AhR signaling is not a significant factor in this intestinal inflammation model. Furthermore, Chinen and colleagues (103) reported that myeloid AhR is dispensable for inflammatory response in DSS-induced colitis by utilizing the same *LysMCre* strategy.

Temporally ordered apoptosis and clearance of neutrophils signals the initiation of inflammation resolution (15, 76), and we observed that unresolved colitis in *LysMCre;Arnt*^*fl*/*fl*^ mice was associated with elevated numbers of neutrophils in the lamina propria (Figure 4), correlating with enhanced expression of chemotactic signals, as opposed to increased neutrophil lifespan (Figure 5). Based on previous understanding that either HIF-1α or HIF-2α prevents neutrophil apoptosis under hypoxia (30, 31), we anticipated that neutrophil viability would be impaired upon *Arnt* deletion; however, this was not observed. We speculate that increased SAA and LTB_4_ in the colonic microenvironment counterbalance the effects of ARNT loss on neutrophil viability, given that SAA and LTB_4_ have been shown to inhibit neutrophil apoptosis (104–107).

The precise roles of SPMs, particularly endogenous SPMs, during inflammation have been debated. Administration of exogenous SPMs clearly prevents intestinal inflammation in multiple murine colitis models (61, 62, 64, 65). On the other hand, other reports found little evidence for endogenous SPM production *in vivo* (108, 109). In the present study, we were unable to detect appreciable levels of SPMs in colonic explant supernatants, regardless of genotype. We conclude that defective resolution of colitis in mice deficient of myeloid HIF signaling is more likely due to factors (e.g., SAAs, CXCL1, and LTB_4_) other than SPMs. Nevertheless, the therapeutic potential of exogenous SPMs in IBD treatment remains an interesting and important field of investigation.

A “partnership” between neutrophils and macrophages is common during inflammation (53), particularly in its resolution phase (15). Here, we suggest that HIF-deficient macrophages promote neutrophil chemotaxis via elevated CXCL1 secretion. As such, we speculate that HIF signaling plays a more dominant role in macrophage functions compared to neutrophils in this setting. In line with this, production of PGE_2_ (Figure S7E), together with other eicosanoid metabolites (e.g., prostaglandin F2α and thromboxane B2; data now shown), is dependent on HIF signaling in macrophages, but not in neutrophils. However, we cannot exclude the possibility that other neutrophil-intrinsic properties are altered upon the ARNT loss. This will be investigated in future studies.

Macrophages adopt a pro-resolving phenotype to facilitate recovery from inflammation (15, 76). Detailed molecular mechanisms underlying this functional macrophage conversion have yet to be elucidated. Here, we uncover a requirement for intact HIF signaling for macrophages to adopt a pro-resolving phenotype in inflamed colons. Similar to a previous report that resolution phase macrophages display neither canonical M1 nor M2 markers (80), our study reveals that disruption of macrophage HIF signaling impedes conversion to a pro-resolving phenotype, without promoting either M1 or M2 identities *in vivo*. This could be due to the highly complex and dynamic microenvironment of colitis. Our findings are consistent with previous studies demonstrating that M1 and M2 polarization is more readily conferred in cell culture settings, which do not necessarily reflect *in vivo* conditions (110).

Microarray analysis of colonic macrophages revealed a link between HIF signaling and *Saa* expression in macrophages. An initial attempt to rescue abnormal resolution in *LysMCre;Arnt*^*fl*/*fl*^ mice by injecting anti-SAA neutralizing antibodies (111) was unsuccessful due to technical complications (data not shown). Given the dearth of validated, commercially available neutralizing antibodies for murine SAA, subsequent work will focus on generating a genetic deletion of *Saa1/2/3* in myeloid cells; however this is beyond the scope of the current study. Furthermore, although SAA function has been implicated previously in regulating inflammation, other genes upregulated in both colitic tissue and *LysMCre;Arnt*^*fl*/*fl*^ macrophages, including *Stfa3, Asprv1, Wfdc21*, and *Chil1* (Figure 6B), may also contribute important functions.

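Of these 4 genes, limma called Stfa3, a stefin gene, and Asprv1, a protease gene, as higher in LysMCre;Arntfl/fl macrophages. Stfa3 had a log2 value of 5.50 ± 0.57 (SD, n = 5) in LysMCre and 8.40 ± 0.90 (SD, n = 4) in LysMCre;Arntfl/fl macrophages (log2 fold change 2.902, standard error 0.40, adjusted p = 0.0281 from limma), and Asprv1 of 8.65 ± 0.90 (SD, n = 5) in LysMCre and 11.22 ± 0.38 (SD, n = 4) in LysMCre;Arntfl/fl macrophages (log2 fold change 2.57, standard error 0.40, adjusted p = 0.0330 from limma). Wfdc21 (2.46, adjusted p = 0.0598) and the chitinase-like gene Chil1 (2.26, adjusted p = 0.0528) had no overlap between genotypes and were not called by limma, whereas the SAM-type d score called both (q = 0.0199 for Wfdc21 and 0.0153 for Chil1). Leaving out 1 array ended the call of Stfa3 (adjusted p = 0.0524 without LysMCre replicate 2, 0.0714 without LysMCre replicate 3, 0.0626 without LysMCre replicate 5, 0.0779 without LysMCre;Arntfl/fl replicate 2, 0.0961 without LysMCre;Arntfl/fl replicate 3 and 0.107 without LysMCre;Arntfl/fl replicate 4) and of Asprv1 (0.0626 without LysMCre replicate 1, 0.0609 without LysMCre replicate 2, 0.0805 without LysMCre replicate 3, 0.0780 without LysMCre replicate 5, 0.0865 without LysMCre;Arntfl/fl replicate 2, 0.104 without LysMCre;Arntfl/fl replicate 3 and 0.110 without LysMCre;Arntfl/fl replicate 4), and brought calls of Wfdc21 (0.0177 without LysMCre replicate 4) and Chil1 (0.0177 without LysMCre replicate 4 and 0.0410 without LysMCre;Arntfl/fl replicate 1). When the mean of neutrophil genes was a covariate, the log2 fold change was 1.77 for Stfa3 (standard error 0.53), 0.99 for Asprv1 (standard error 0.29), 0.50 for Wfdc21 (standard error 0.28) and 0.75 for Chil1 (standard error 0.38), and none of them was called. All 4 are among the 11 genes of the paper that were listed here, and not by the paper, as neutrophil genes.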

In conclusion, we identify myeloid cells as essential contributors to the protective effects of HIF activation during colitis, and describe an important role for myeloid HIF signaling in the efficient resolution of intestinal inflammation. Myeloid cells present as an attractive target cell population for approaches to engage HIF signaling, such as using PHD inhibitors, as a way to more effectively bring IBD under control.

## Author contributions

NL and MS designed the study. NL, HX, DL, NS, QT, AA, and HM performed the experiments. NL and JS generated the mouse colonies. DL and AA maintained the mouse colonies. NL, HX, and ZZ analyzed the data. NL and MS wrote the manuscript. HM and GF performed the eicosanoid analysis by LC/MS and provided critical technical and scientific guidance and discussion. HW provided anti-SAA neutralizing antibodies.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Myeloid Cell Hypoxia-Inducible Factors Promote Resolution of Inflammation in Experimental Colitis
**Source:** Front Immunol. 2018 Nov 5;9:2565. doi: 10.3389/fimmu.2018.02565
**Supplement:** Supplementary file 1

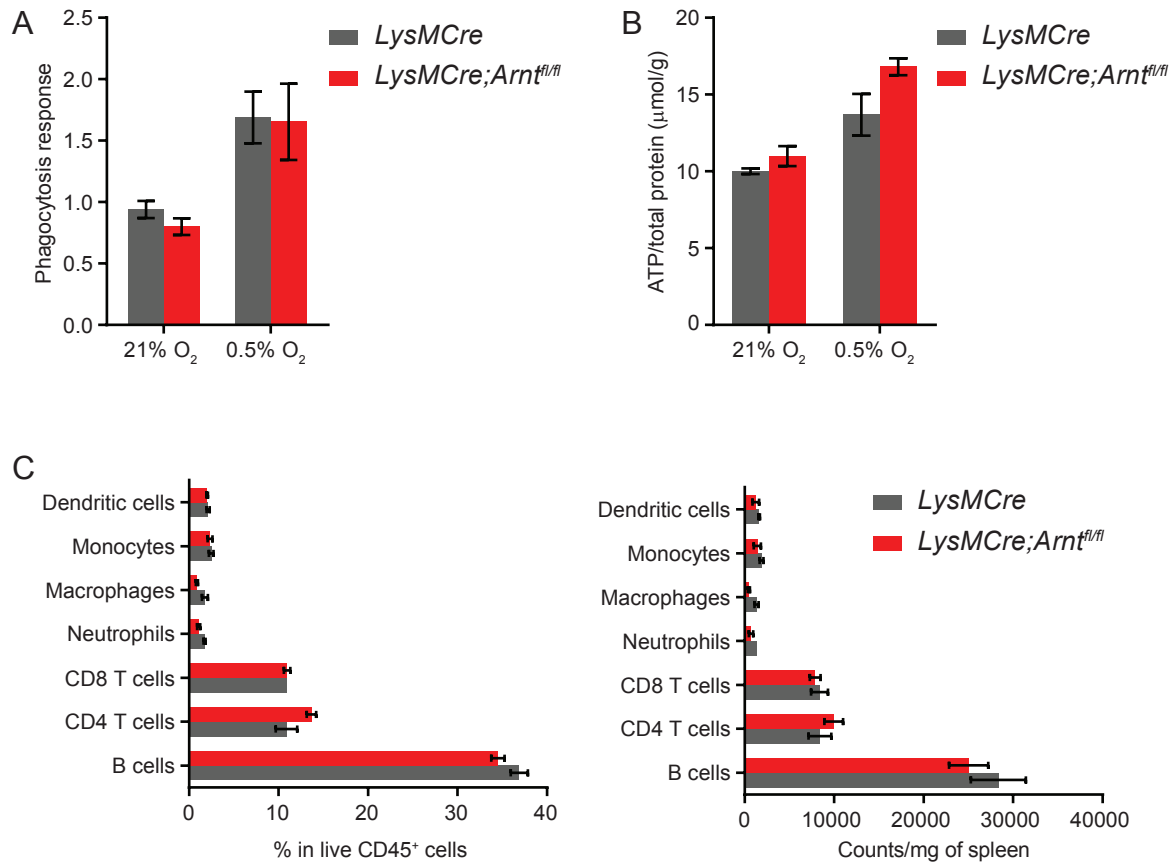

Supplementary Figure S1. Myeloid ARNT depletion does not affect phagocytosis, ATP generation in BMDMs, and peripheral lymphocytes composition. **(A-B)** Phagocytosis response **(A)** and ATP generation normalized to total protein **(B)** of BMDMs cultured under normoxia or hypoxia for 24 hours (n=3; mean ± s.e.m.). Phagocytosis response was measured using Vybrant Phagocytosis Assay Kit (Thermo Fisher Scientific). ATP levels were determined using ATPlite Luminescence ATP Detection Assay System (PerkinElmer). **(C)** Percentage in CD45⁺ cells (left panel) and absolute cell counts of major immune cell populations normalized to weight of spleen (right panel) from *LysMCre* (n=4; mean ± s.e.m.) and *LysMCre;Arnt^{fl/fl}* (n=4; mean ± s.e.m.) mice without DSS challenge. Two-way ANOVA, *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

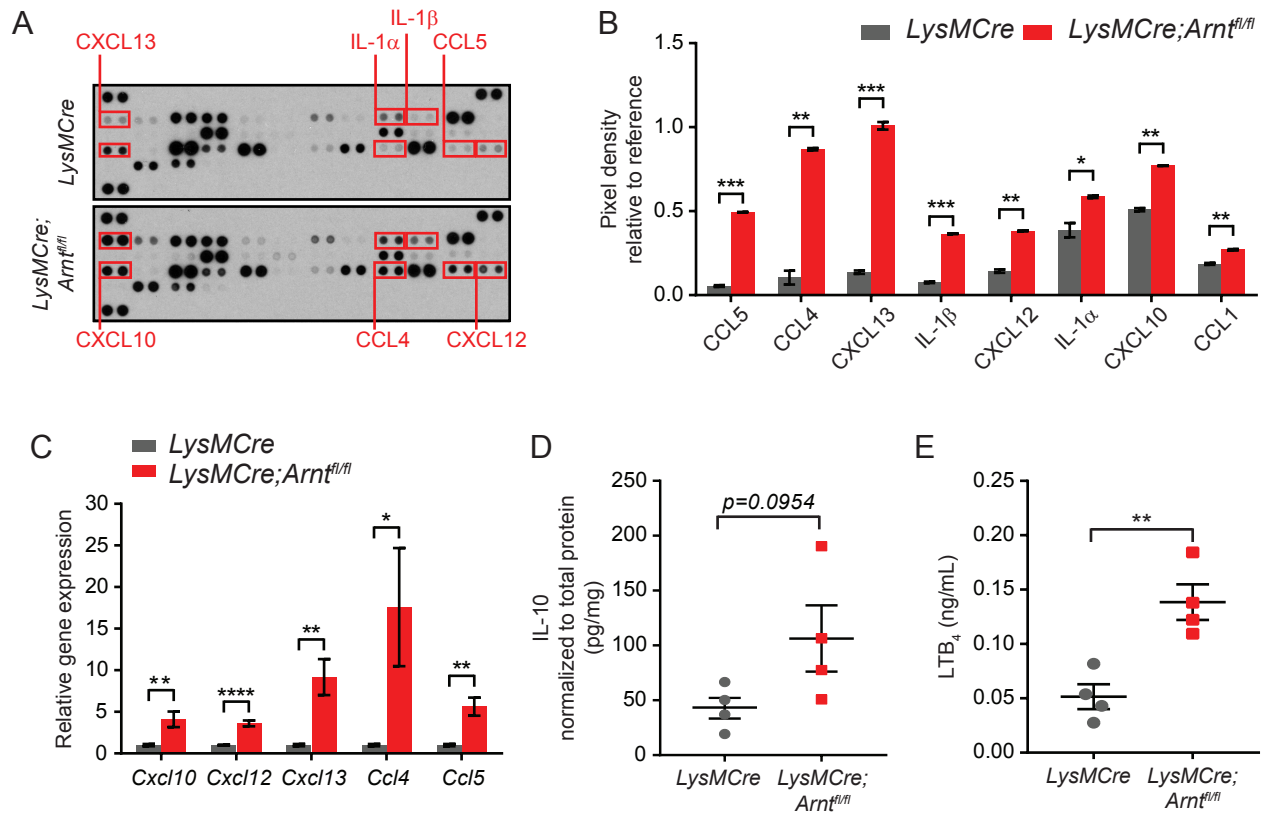

Supplementary Figure S2. Myeloid HIF- α /ARNT heterodimer deficiency promotes secretion of pro-inflammatory cytokines and LTB₄ in the colon. **(A)** Cytokine array using pooled colonic explant supernatants from DSS-treated *LysMCre* and *LysMCre;Arnt^{fl/fl}* mice sacrificed on Day 8. **(B)** Quantification of cytokine array based on density. **(C)** RT-qPCR analysis of genes encoding several pro-inflammatory cytokines showed upregulation in **(B)**, N=6 for each genotype; mean $\pm$ s.e.m. **(D)** ELISA analysis of IL-10 from Day 8 colonic explant supernatants (n=4 for each genotype; mean $\pm$ s.e.m.) **(E)** Liquid chromatography–mass spectrometry analysis of LTB₄ in *LysMCre* and *LysMCre;Arnt^{fl/fl}* (n=4 for each genotype, mean $\pm$ s.e.m.) colonic explant supernatants from Day 8. Student's t-test, *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

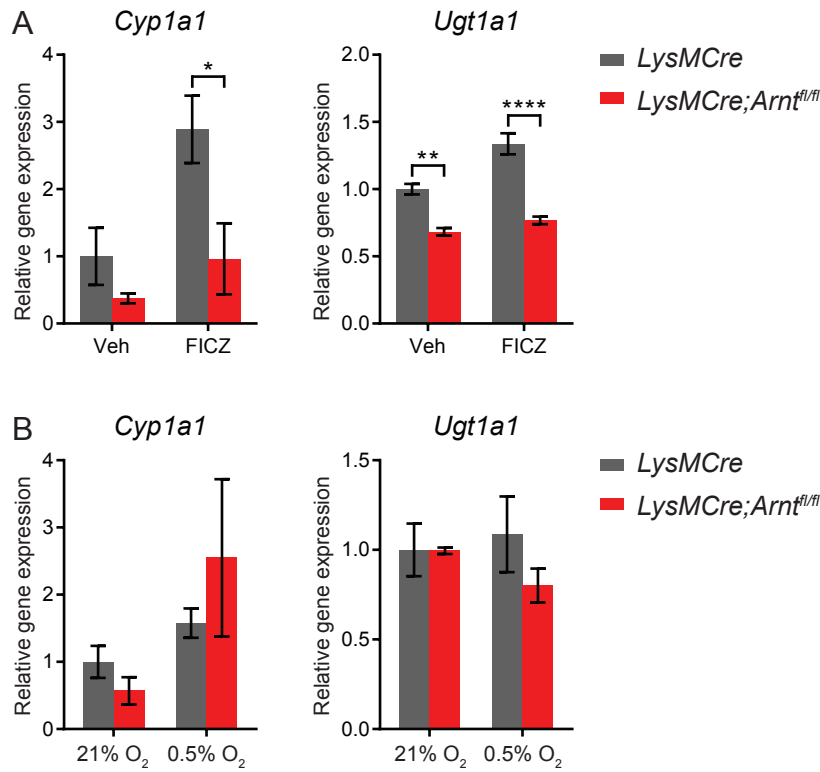

Supplementary Figure S3. ARNT deficiency suppresses AhR ligand-induced AhR target gene expression, but does not affect their expression under hypoxia. **(A-B)** RT-qPCR analysis of *Cyp1a1* and *Ugt1a1* in BMDMs treated with FICZ (100 nM) under normoxia **(A)** and BMDMs cultured under normoxia or hypoxia **(B)** for 24 hours (n=3 for each genotype under each condition; mean $\pm$ s.e.m.) Two-way ANOVA; *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

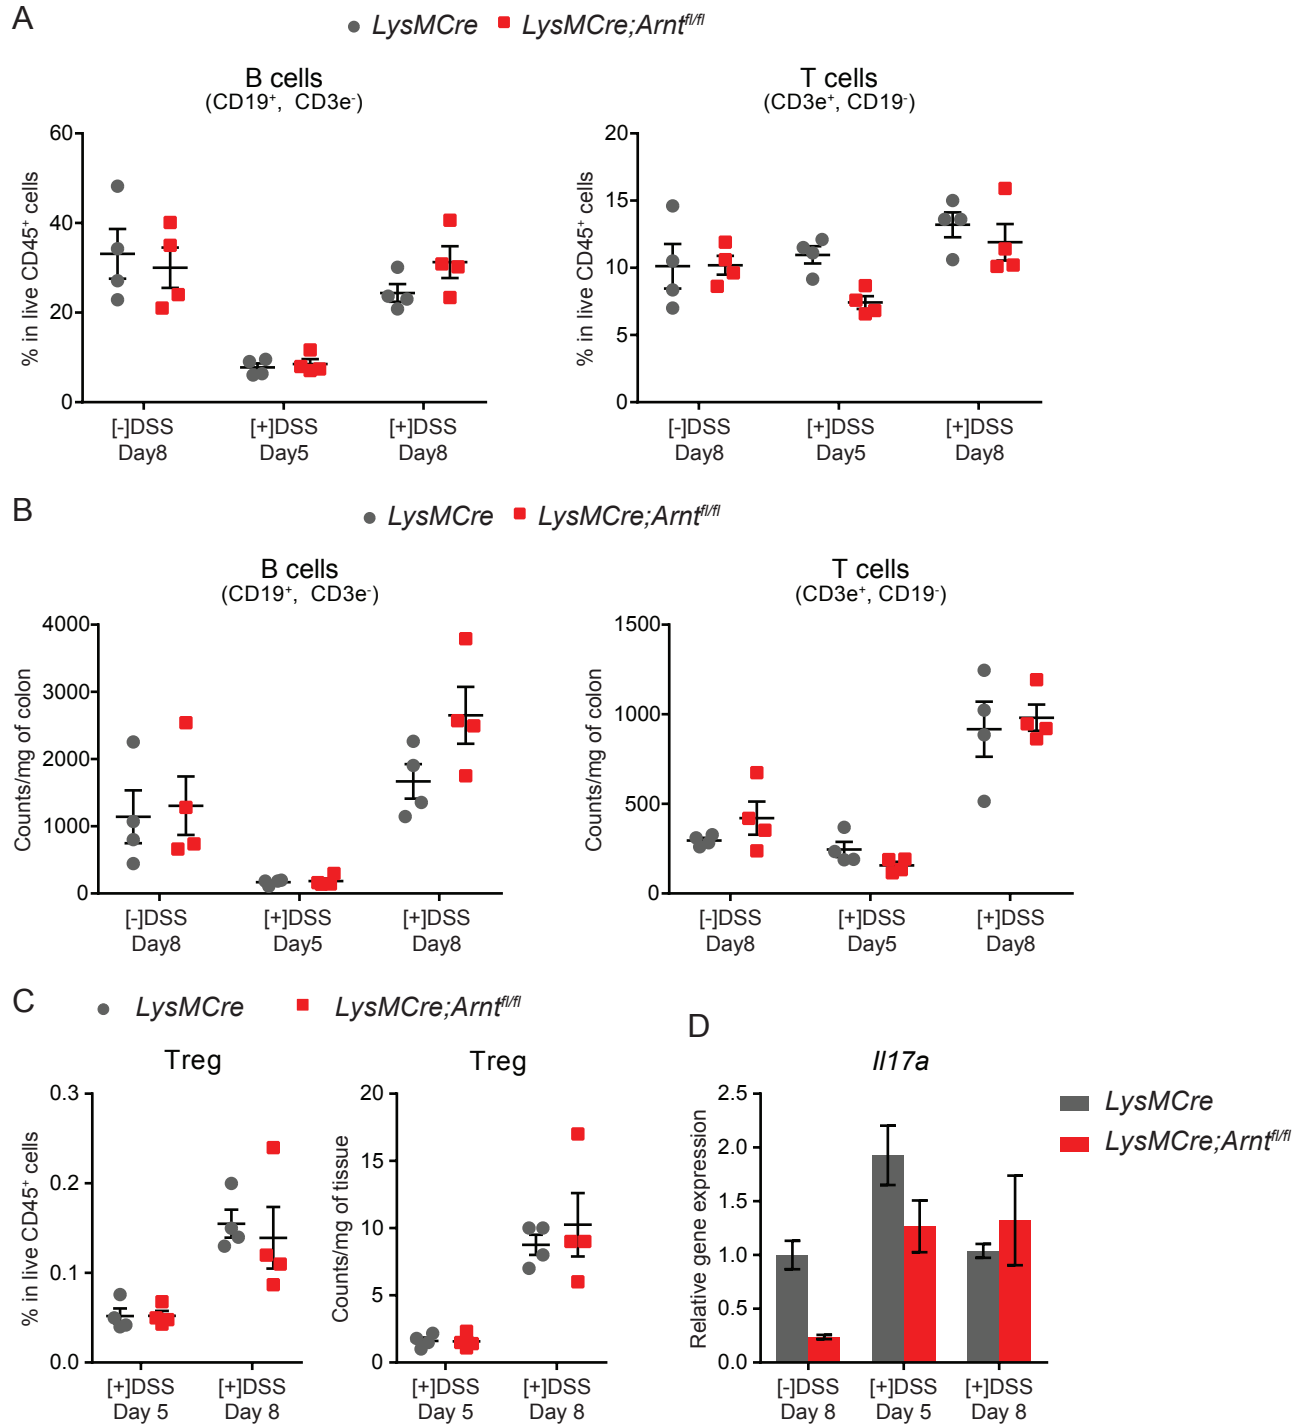

Supplementary Figure S4. Myeloid HIF deficiency does not alter composition of T cells and B cells in lamina propria. **(A-B)** Percentage in CD45⁺ cells **(A)** and absolute cell counts normalized to colon weight **(B)** of B cells and T cells from *LysMCre* and *LysMCre;Arnt^{fl/fl}* mice. **(C)** Percentage in CD45⁺ cells and absolute cell counts normalized to colon weight of Tregs from *LysMCre* and *LysMCre;Arnt^{fl/fl}* mice. **(D)** RT-qPCR analysis of *Il17a* in colonic tissues from *LysMCre* and *LysMCre;Arnt^{fl/fl}* mice. Data presented as mean ± s.e.m. Two-way ANOVA, *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001.

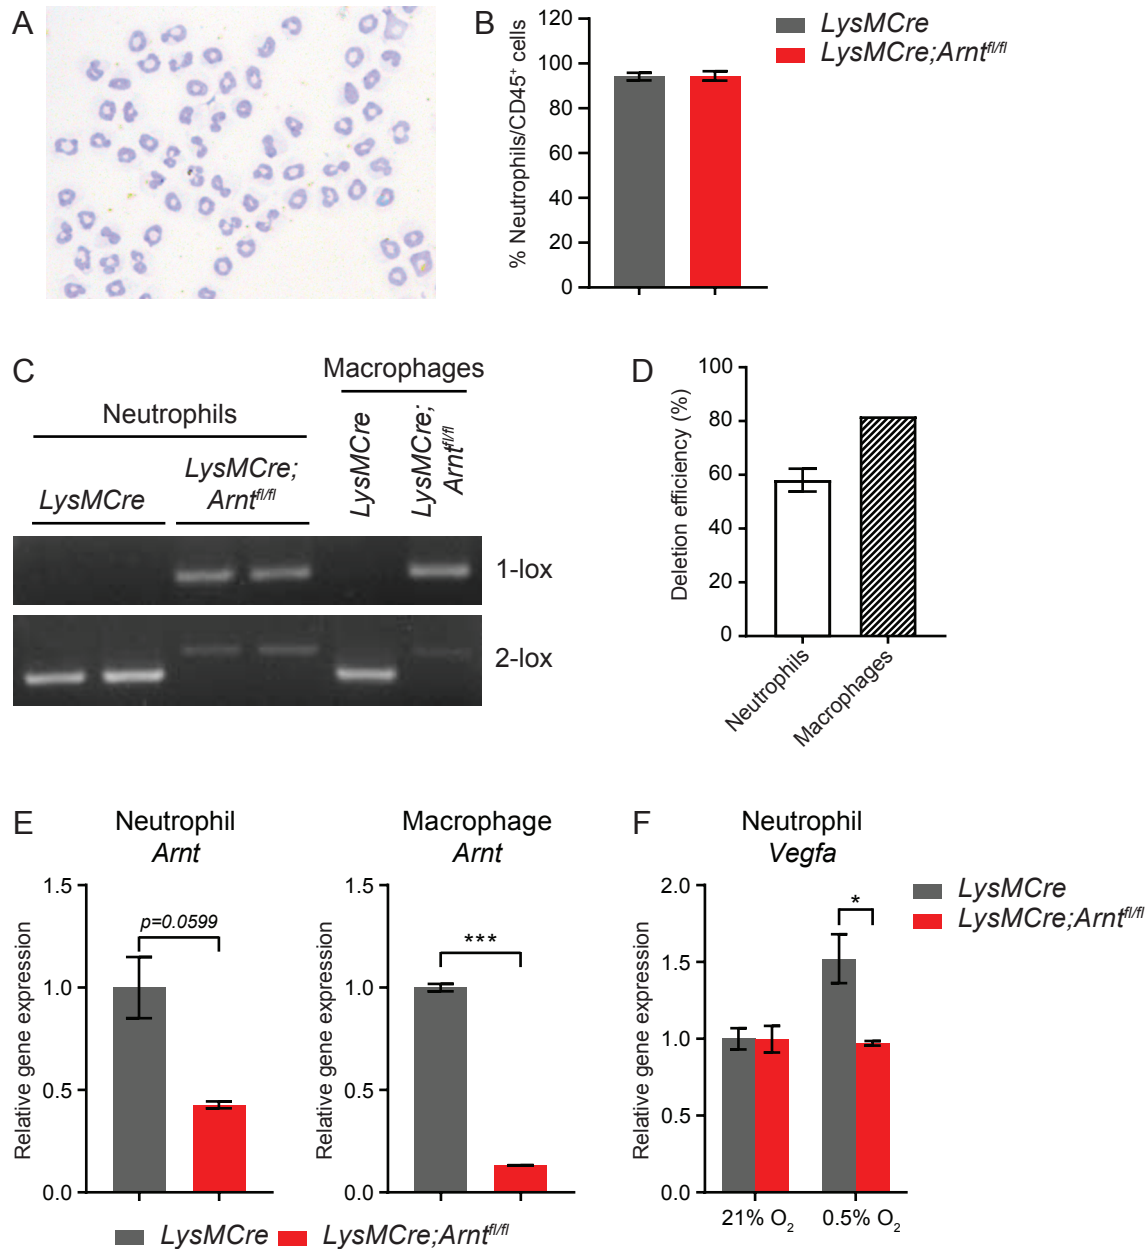

Supplementary Figure S5. *Arnt* is partially deleted in neutrophils. **(A)** Example of neutrophils from bone marrow after enrichment. **(B)** Flow cytometry confirmation of high neutrophil percentage after enrichment from bone marrow of *LysMCre* and *LysMCre;Arnt^{fl/fl}* mice. **(C)** PCR analysis of genomic DNA prepared from BMDNs and BMDMs of *LysMCre* and *LysMCre;Arnt^{fl/fl}* mice. The Cre recombinase-mediated recombination of the conditional allele (2 lox) leaves behind a single LoxP (1 lox) site. **(D)** Quantification of deletion efficiency based on **(C)** using density. Deletion efficiency = (1 lox density)/(1 lox density + 2 lox density). **(E)** RT-qPCR analysis of *Arnt* in BMDNs (left panel) (n=3 for each genotype; mean $\pm$ s.e.m.) and BMDMs (right panel) (n=3 for each genotype; mean $\pm$ s.e.m.) Student's t-test, $***p<0.001$ **(F)** RT-qPCR analysis of *Vegfa* in BMDNs cultured under normoxia or hypoxia for 24 hours (n=3 for each genotype; mean $\pm$ s.e.m.). Two-way ANOVA, $*p<0.05$.

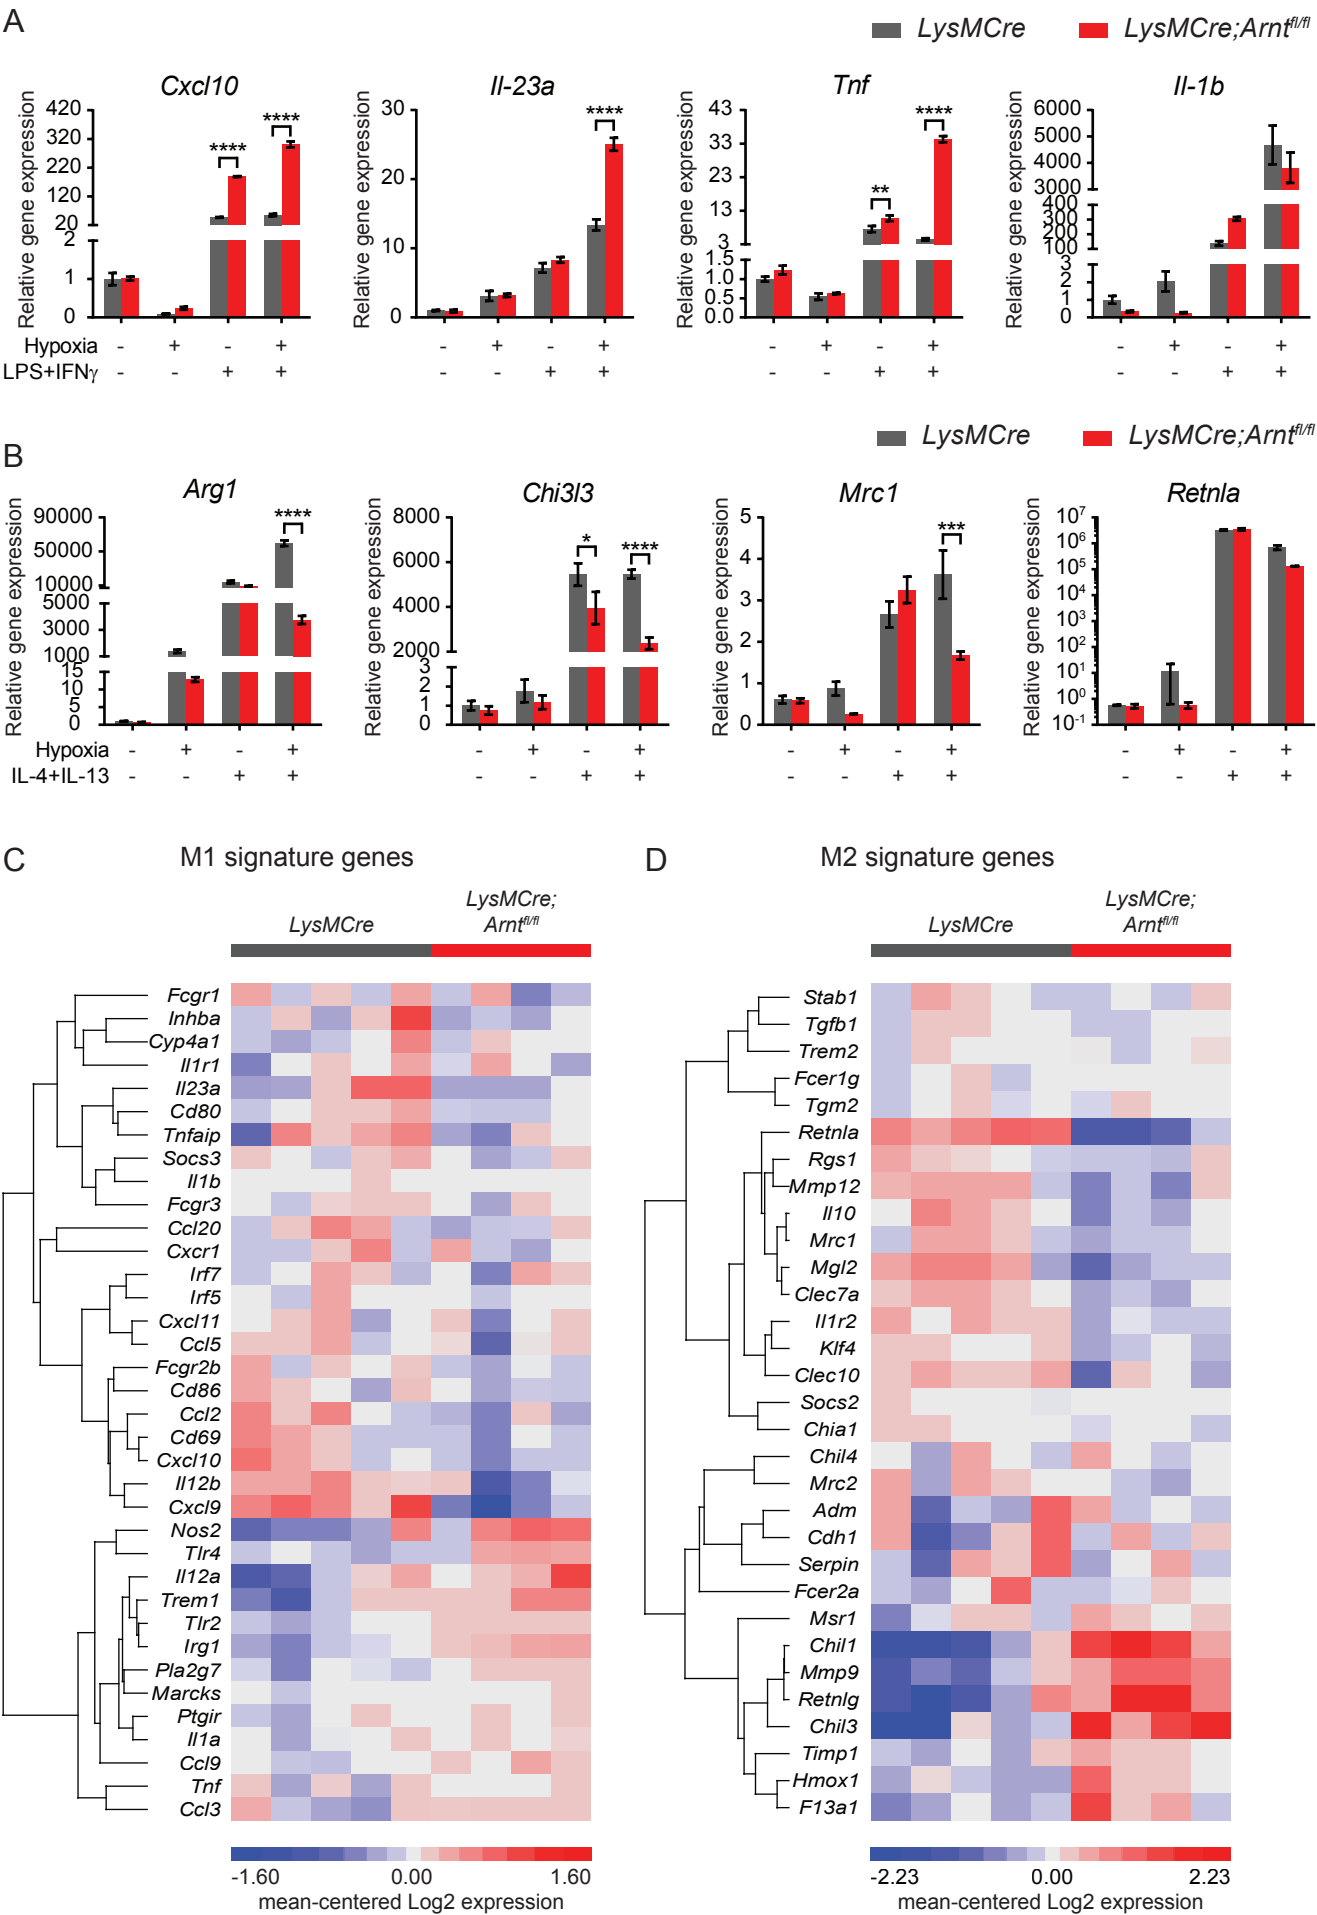

Supplementary Figure S6. Myeloid HIF deficiency favors M1 polarization of macrophages *in vitro*, but not *in vivo*. **(A-B)** RT-qPCR analysis of M1 **(A)** and M2 **(B)** signature genes in BMDMs (n=3 for each genotype, mean $\pm$ s.e.m.) cultured under hypoxia with either M1 stimuli (5 ng/mL LPS+1 ng/mL IFN γ) or M2 (5 ng/mL IL-4+5 ng/mL IL-13) for 24 hours. Two-way ANOVA; *p<0.05, **p<0.01, ***p<0.001, and ****p<0.0001. **(C-D)** Heatmap of M1 **(C)** and M2 **(D)** signature gene expression based on microarray analysis of sorted lamina propria macrophages from *LysMCre* and *LysMCre;Arnt^{fl/fl}* mice. These mice were treated with DSS for 5 days and sacrificed on Day 8.

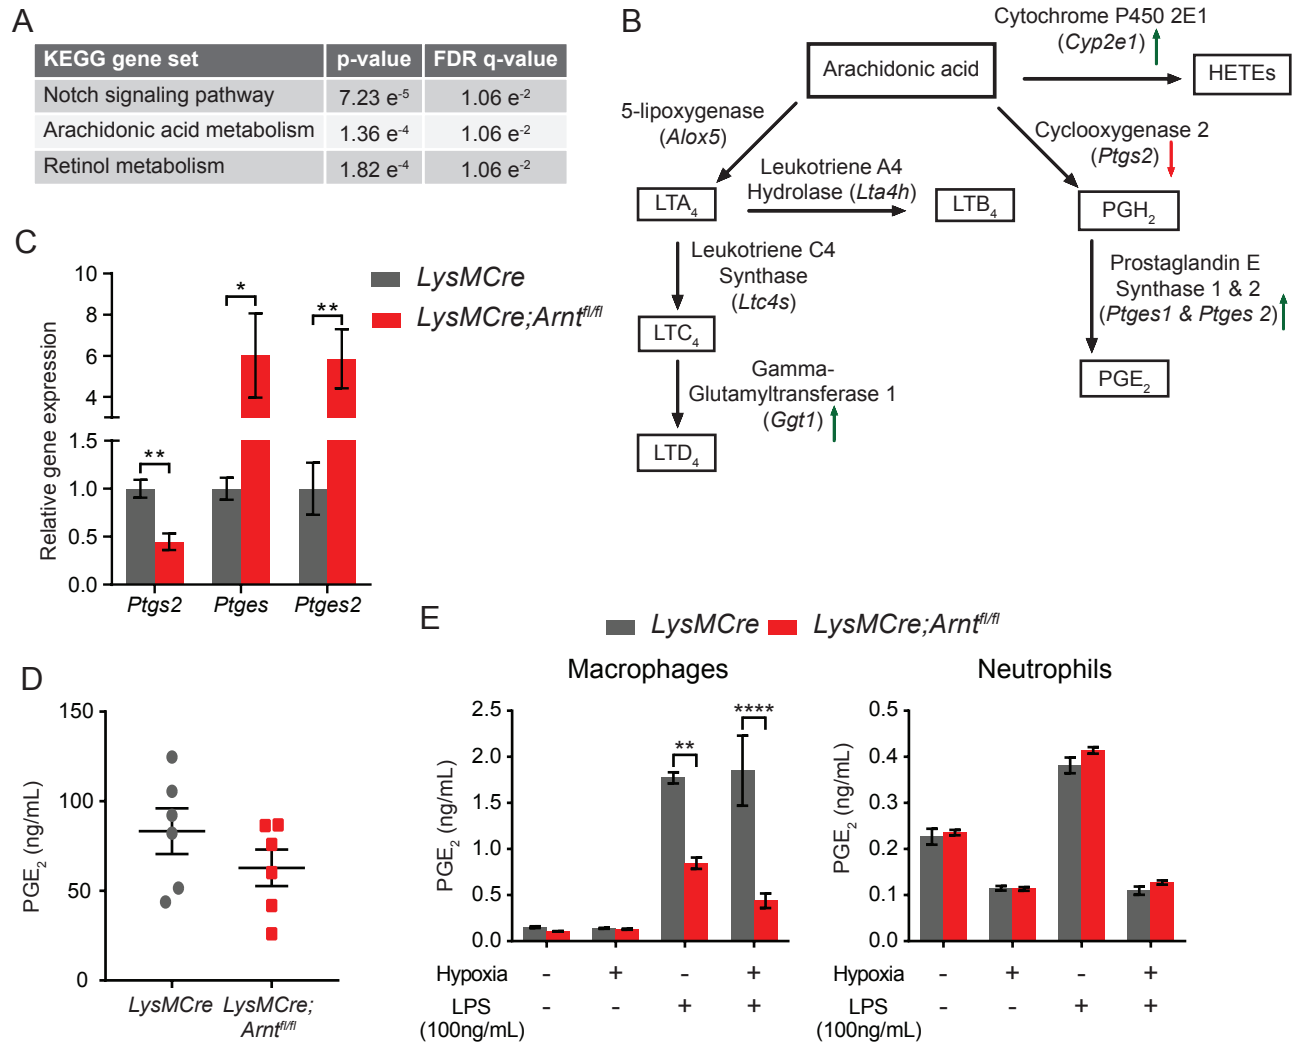

Supplementary Figure S7. Myeloid HIF deficiency alters PGE₂ production in macrophages and in the colon. **(A)** KEGG pathway analysis of significantly upregulated genes in *LysMCre;Arnt^{fl/fl}* lamina propria macrophages. **(B)** Simplified schematic of arachidonic acid metabolism. Green upward arrow indicates upregulation of gene expression, and red downward arrow indicates downregulation. **(C)** RT-qPCR analysis of *Ptgs2*, *Ptges1*, and *Ptges2* expression in *LysMCre* and *LysMCre;Arnt^{fl/fl}* lamina propria macrophages. Student's t-test, *p<0.05, and **p<0.01. **(D-E)** Liquid chromatography–mass spectrometry analysis of PGE₂ in **(D)** *LysMCre* and *LysMCre;Arnt^{fl/fl}* colonic explant supernatants from Day 8 and in **(E)** supernatants collected from BMDMs (left, n=3 for each genotype, mean ± s.e.m.) and BMDNs (right, n=3 for each genotype, mean ± s.e.m.) cultured under normoxia or hypoxia, with or without LPS stimuli (100 ng/mL) for 24 hours. Two-way ANOVA; **p<0.01, and ****p<0.0001.

How the deposited data were processed for this re-analysis (not part of the article)

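Gene expression was measured on Affymetrix Mouse Gene arrays in macrophages sorted from the lamina propria of 9 mice with DSS colitis on Day 8, 5 LysMCre and 4 LysMCre;Arntfl/fl, with 1 array per mouse. According to the methods, the authors ran Expression Console with default parameters and RMA, which gives background-corrected and quantile-normalized values on the log2 scale, 1 per probe set and array, and analysed them with Partek Genomics Suite (version 6.1 in the methods and 6.6 in the submitters' processing notes) and SAM. The values were checked: each array held 34365 values between 2.26 and 14.27 with no gap, no pair of arrays was identical, the medians lay between 5.98 and 6.04, and pairs of arrays correlated between 0.976 and 0.990. The annotation release and any filter on probe sets are not given in the sources used here. No column of values was left out. Gene symbols came with the probe sets, of which 23521 carried 1 symbol, 1814 several and 9030 none; 23328 of the first kind matched a RefSeq symbol of the reference assembly GRCm38.p6 and 0 needed an updated symbol. Probe sets with several symbols were counted in the tests and assigned to no gene.

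LysMCre;Arntfl/fl was compared with LysMCre with limma 3.58.1 in R 4.3.3 (lmFit and eBayes), adjusted by Benjamini-Hochberg over all 34365 probe sets, with calls at an adjusted p below 0.05 and a fold change above 1.5. On simulated data of the same size, with 200 changed probe sets of 34365, this test recovered 82% of 2-fold and 100% of 4-fold changes with 11 unchanged probe sets among 193 calls, and made 0 calls where nothing had changed, whereas the SAM-type d score recovered 86% and 100% and made 1 call where nothing had changed. The simulated noise was independent between probe sets. On the real arrays genes vary together, with an estimated correlation of 0.83 within the epithelial list, so these rates may not hold for them. The arrays were clustered with average linkage and Pearson dissimilarity, and the difference between the correlations within and between genotypes was tested by an exact permutation test over all splits into 5 and 4. For 31 lists of 491 genes, of which 454 were measured, limma's camera (preset correlation 0.01) tested the shift on the brightest probe set of each gene, adjusted over the lists. The lists covered HIF targets of glycolysis, other HIF targets, AhR targets, neutrophil genes named and not named by the paper, epithelial cells, T cells, B and plasma cells, eosinophils, fibroblasts, endothelial cells, inflammatory monocytes, mature colonic macrophages, dendritic cells, MHC class II presentation, the acute phase response, M1 and M2 activation, eicosanoid metabolism, chemokines, the cell cycle, Notch signaling, retinol metabolism, LXR and PPAR targets, IL-6 and STAT3 signaling, the type I interferon response, efferocytosis, growth factors of repair, immediate early and heat shock genes, and sex chromosome genes. The genes in the text are all genes the paper names from these arrays or from RT-qPCR of the same cells, the genes of the heatmaps, the 12 called probe sets with the largest increase and the 12 with the largest decrease that carry 1 symbol, show no overlap and are not predicted or RIKEN genes, and up to 4 members of each list with the largest values. A few further members that the text names as examples (such as S100a8, S100a9, Camp, Ly6g, Fga, Crp and the gene Hp) were chosen after their values were seen.

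These choices and the alternatives were set before the data were examined, apart from the mean of epithelial genes as a covariate. The alternatives were a variance trend, robust variances, array weights, a SAM-type d score with 100 seeded permutations, an unpaired t-test with Benjamini-Hochberg adjustment, limma's treat, other thresholds, only probe sets with 1 symbol, only the brighter probe sets, median centring, a further quantile normalization, the replicate number as a block, the mean of neutrophil genes as a covariate, an estimated correlation or fry for the lists, other clustering settings, and leaving out each array in turn. The paper's methods name the unpaired t-test for single comparisons, and SAM for the arrays. The replicate numbers did not pair the arrays: the correlation of the arrays with the same number, after removing the genotype means, was -0.120, -0.0715, -0.000463 and 0.166. The number of arrays sets the precision of all values. The comparisons with 2 other published datasets, the pathway analyses with IPA and KEGG, the RT-qPCR and the protein measurements were not analysed here.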

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

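The test with the epithelial mean as a covariate and the test on adipocyte genes were chosen only after the results were seen, as was the count of other splits for the gene lists; the other tests were set before. In each genotype, the highest or lowest array was compared with the others by Dixon's ratio, for 166 groups of values, of which 7 stood apart where chance gives about 8.3. Car3 was 7.07 in LysMCre replicate 2 against 6.11 to 6.202 in the other LysMCre arrays. In LysMCre;Arntfl/fl replicate 1, Il1f9 was 11.74 against 12.55 to 12.70, Ptges2 was 7.47 against 7.68 to 7.72, and Stfa3 was 7.06 against 8.74 to 8.95 in the other LysMCre;Arntfl/fl arrays. The mean of the efferocytosis genes was 8.58 in LysMCre replicate 4 against 8.78 to 8.85, and the mean of the IL-6 and STAT3 genes was 10.03 in LysMCre replicate 1 against 9.87 to 9.92. The mean of the immediate early and heat shock genes was 10.80 in LysMCre;Arntfl/fl replicate 2 against 11.23 to 11.28.

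Neutrophil genes were higher in LysMCre;Arntfl/fl macrophages in the main list test, beyond those listed from the paper. Of the 25 others limma called 1, and their adjusted p was 0.199 from camera with an estimated correlation. The paper defines lamina propria macrophages as CD45+ CD11b+ F4/80+ cells, a gate that removes most neutrophils, and its text names no step that excludes Ly6G+ cells from the sort. By flow cytometry, it reports more neutrophils in the lamina propria of LysMCre;Arntfl/fl than of LysMCre mice on Day 8. The median log2 fold change of the 25 neutrophil genes that the paper does not name from these arrays, although it names Cxcr2 and Ly6g elsewhere, was 0.74, above the 0.3 set in advance for neutrophils or their RNA in the sorted cells, with S100a8 and S100a9, the most abundant of their transcripts in neutrophils, at 1.59 and 0.98. This is consistent with more neutrophil RNA in the LysMCre;Arntfl/fl samples, and with the mean of these genes as a covariate Lcn2 had a log2 fold change of 0.48 (standard error 0.23) in place of 2.19 (0.41). Other genes known from neutrophils kept more, with 1.38 (standard error 0.24) in place of 2.80 (0.35) for Stfa2l1 and 1.77 (standard error 0.53) in place of 2.902 (0.40) for Stfa3, as did Ankrd22, with 1.53 (0.36) in place of 2.93 (0.38), but none of them stayed called, so these values do not settle whether neutrophil RNA is the whole cause. The mean is partly tied to the genotype (correlation 0.80), and the covariate then removes part of any effect of it. With this covariate Arnt lost its call too (adjusted p = 0.303 from limma), so a lost call alone tells little. That the genotype raises these neutrophil genes in macrophages was not tested and stays open.

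The Saa probe sets were higher in LysMCre;Arntfl/fl macrophages, and colon epithelium also expresses such genes. A larger share of epithelial RNA does not account for this as the whole cause: with the epithelial mean as a covariate Saa3 had a log2 fold change of 1.55 (standard error 0.25) and stayed called, and 2 LysMCre arrays had an epithelial mean above every LysMCre;Arntfl/fl array with Saa3 at 12.39 or lower, against 12.97 or higher in the LysMCre;Arntfl/fl arrays. Epithelial cells that carry more Saa RNA in LysMCre;Arntfl/fl mice, at a like share, may still contribute. These arrays cannot tell them apart from macrophages, since the mean and median of the epithelial genes bear on the share alone. Single members of the list departed from that median. Reg3b and Reg3g were higher in LysMCre;Arntfl/fl and Agr2 was lower, with values given under the other observations. Whether such members mark a changed state of epithelial cells was not tested. The median log2 fold change of the epithelial genes, 0.22, lay between the values set for and against epithelial RNA (0.3 and 0). The gate on CD45 would remove epithelial cells but not their free RNA. An effect of the genotype on macrophages was not tested further and stays open.

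Car3, Fabp4 and Cyp2e1 rose together in LysMCre;Arntfl/fl macrophages, and all of them are abundant in adipocytes. Of 13 measured adipocyte genes other than these, 11 had a positive log2 fold change (median 0.31, camera p = 1.14e-05, and p = 0.0232 with an estimated correlation), with 1.10 for Retn, 0.81 for Adipoq and 0.78 for Cidec against -0.19 for Lipe and -0.07 for Lep. These 2 p-values are not adjusted over lists, unlike those of the other lists. With an estimated correlation, the growth factors of repair had an unadjusted camera p of 0.0129, which became 0.190 when adjusted. The higher values of 11 of the 13 adipocyte genes go with RNA of adipocytes in the LysMCre;Arntfl/fl samples, which the gate on CD45 would reduce. They do not settle it, since limma called 0 of the 13 genes. The means in LysMCre and LysMCre;Arntfl/fl were 4.98 and 5.78 for Adipoq and 9.01 and 10.81 for Fabp4. Levels of different probe sets cannot be compared, so these means do not bear on the question. With the mean of neutrophil genes as a covariate, the log2 fold change was 2.33 (standard error 0.34) in place of 1.86 (0.22) for Car3, 2.67 (standard error 0.61) in place of 2.37 (0.36) for Cyp2e1 and 1.06 (standard error 0.39) in place of 1.80 (0.28) for Fabp4, and with the wider errors none of the 3 stayed called. Macrophages also express Fabp4, and an effect of the genotype was not tested and stays open.

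DNA of the strain in which the floxed Arnt allele was made, carried along around the allele, was tested as a source of calls: 0 of the 385 probe sets within 10 Mb of Arnt on chromosome 3 of GRCm38.p6 were called, Arnt itself aside, against 81 calls elsewhere (Fisher's exact test, p = 0.647), so 0% of these calls lay near Arnt, below the 5% set as the bound against it. The window held only 385 of the 23521 probe sets with 1 symbol, so few calls were likely there by chance and the bound was easily met. The count shows that none of these calls lay in the window, and no more. Chance was tested with 100 splits of the 9 arrays into 5 and 4, the real one included. For calls, 1 of the 100 splits, the real one with 101, reached the real count, and the highest of the others gave 3. That share is the lowest these 100 splits can give and lies below the 5% set in advance. Chance is therefore an unlikely whole cause of the count, although the splits cannot exclude it. For gene lists past the threshold of camera, 2 of the 100 splits reached 17, the real split and one that set LysMCre replicates 1, 3, 4 and 5 against the rest. The median of the other splits was 8. This share is below 5%, a bound set after the result was seen. It does not exclude chance, since the tied split puts the real count within the spread of the others. The tied split differs from the real one by LysMCre replicate 2 alone, and with an estimated correlation 0 lists passed in the real split.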

How the results depend on the processing

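The epithelial covariate was chosen after seeing the data and all other settings before. The counts of 49 higher and 52 lower probe sets stayed within 1.5 times with a variance trend, robust variances, probe sets with 1 symbol, median centring, quantile normalization, the epithelial covariate and no fold threshold. All 101 probe sets had the same sign in each fit over all probe sets. This was fixed in advance where 1 array was left out, since none of the 101 overlapped between genotypes. It was also fixed where only the test changed, since the fold change was then the same. The counts were 87 and 80 with array weights, 141 and 174 with the SAM-type d score, 98 and 106 with brighter probe sets only, 135 and 168 at an adjusted p below 0.1, 0 and 1 at an adjusted p below 0.01, 1 and 3 with the unpaired t-test (252 and 359 at an unadjusted p below 0.05 and the fold threshold), 0 and 0 with limma's treat at a fold change of 1.5, 3 and 2 with the replicate block (which also takes LysMCre replicate 5, an array with no partner, out of the contrast, where leaving out that array alone gave 0 and 1), and 0 and 0 with the neutrophil covariate. At an unadjusted p below 0.05 and the fold threshold, treat gave 84 and 89, the neutrophil covariate 500 and 785, and the fit without LysMCre replicate 5 gave 342 and 415. Leaving out 1 array gave 0 to 74 higher and 1 to 75 lower. The difference in correlation within and between genotypes was 0.00190 to 0.00392 without 1 array, and 5 to 8 arrays then fell in the cluster of their genotype, where 6 of 9 did with the 1000 most variable probe sets and 6 with Spearman correlation. The tallies of Figures 6C, S6C and S6D stayed within 1.5 times in all settings run. No direction of a called gene reversed. The causes were not tested, except that fewer arrays leave a weaker test. Adjusted p of gene lists that crossed the threshold were, with an estimated correlation, 0.190 for acute phase response, 0.237 for M2 genes, 0.490 for B and plasma cells, 0.190 for cell cycle, 0.319 for M1 genes, 0.319 for dendritic cells, 0.319 for efferocytosis, 0.319 for endothelial cells, 0.389 for fibroblasts, 0.190 for growth factors of repair, 0.190 for immediate early and heat shock genes, 0.319 for LXR targets, 0.319 for mature colonic macrophages, 0.190 for MHC class II presentation, 0.190 for neutrophil genes listed from the paper, 0.199 for other neutrophil genes and 0.389 for type I interferon response. With fry they were 0.441 for B and plasma cells, 0.119 for M1 genes, 0.178 for dendritic cells, 0.205 for efferocytosis, 0.119 for endothelial cells, 0.283 for fibroblasts, 0.131 for LXR targets, 0.178 for mature colonic macrophages and 0.283 for type I interferon response, and, past the threshold, 0.0261 for Notch signaling. With array weights they were 0.0667 for dendritic cells and 0.0439 for Notch signaling, with brighter probe sets only 0.0570 for B and plasma cells and 0.0652 for dendritic cells, with median centring 0.0497 for Notch signaling, and with the replicate block 0.273 for B and plasma cells, 0.124 for dendritic cells, 0.105 for efferocytosis, 0.0314 for Notch signaling and 0.0209 for PPAR targets. With the neutrophil covariate, the threshold was lost with 0.134 for B and plasma cells, 0.758 for efferocytosis, 0.527 for endothelial cells, 0.294 for fibroblasts, 0.140 for growth factors of repair and 0.0637 for mature colonic macrophages, and passed as lower with 0.0133 for chemokines, 0.0212 for eosinophils, 0.0238 for HIF targets of glycolysis and 0.0413 for T cells, and as lower in place of higher with 3.21e-06 for epithelial cells and 0.0238 for inflammatory monocytes. Without 1 array the values ran from 0.00226 to 0.273 for B and plasma cells, 0.0315 to 0.252 for chemokines, 0.0101 to 0.223 for dendritic cells, 0.00749 to 0.114 for efferocytosis, 0.000585 to 0.865 for epithelial cells, 0.00730 to 0.136 for LXR targets, 0.0335 to 0.126 for Notch signaling and 1.07e-05 to 0.120 for type I interferon response. Setting aside the dimmer probe sets removes values near the background and also leaves fewer tests to adjust for, and these 2 effects on the counts were not told apart.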

Differences from the paper's values

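The paper gives 115 genes as higher and 138 as lower in LysMCre;Arntfl/fl macrophages, and limma called 49 and 52 probe sets at the same thresholds of fold change and false discovery rate. Among the alternatives set before the data were examined, the counts lay within 1.5 times of the paper's with the SAM-type d score (141 and 174), with brighter probe sets only (98 and 106) and at an adjusted p below 0.1 (135 and 168), and for the higher side with array weights (87, against 80 on the lower side). They did not with a variance trend, robust variances, the unpaired t-test (which the paper did not use on the arrays), limma's treat, probe sets with 1 symbol, median centring, quantile normalization, the replicate block, the neutrophil covariate, no fold threshold, an adjusted p below 0.01 or any array left out, nor with the epithelial covariate, which was chosen after seeing the values.

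Several genes that the paper shows as higher in LysMCre;Arntfl/fl macrophages had positive log2 fold changes but were not called by limma, and other settings called them. Lcn2 (adjusted p = 0.0562) was called by the SAM-type d score (q = 0.0153), with array weights (0.0359), probe sets with 1 symbol (0.0478), brighter probe sets (0.0346) and without LysMCre replicate 4 (0.0177). Il1f9 (0.0754) was called by the d score (0.0306), with brighter probe sets (0.0479) and without LysMCre replicate 4 (0.0308). Lrg1 (0.0762) was called by the d score (0.0306), with array weights (0.0499), brighter probe sets (0.0479) and without LysMCre replicate 4 (0.0366). Mmp9 (0.0550) was called by the d score (0.0199), with array weights (0.0336), probe sets with 1 symbol (0.0461), brighter probe sets (0.0330) and without LysMCre replicate 4 (0.0198). Saa2 (0.0699) was called by the d score (0.0246) and with brighter probe sets (0.0438), and Ptges (0.0925) by the d score (0.0414). Wfdc21 (0.0598) was called at 0.0390 with array weights, 0.0199 by the d score, 0.0369 with brighter probe sets and 0.0177 without LysMCre replicate 4, and Chil1 (0.0528) at 0.0336 with array weights, 0.0153 by the d score, 0.0437 with probe sets with 1 symbol, 0.0329 with brighter probe sets, 0.0177 without LysMCre replicate 4 and 0.0410 without LysMCre;Arntfl/fl replicate 1.

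The paper shows Cxcl1 as higher by RT-qPCR of the sorted macrophages, and on the arrays its log2 fold change of 0.38 had an adjusted p of 0.280. The paper shows Ptgs2 as lower by RT-qPCR, and on the arrays its log2 fold change was -0.55 with an adjusted p of 0.109. For Arnt, Fgl2, Saa3, Stfa3 and Asprv1, which the paper marks in Figure 6B, limma made the call in the direction the paper gives, and the fold change of Alox15 matched.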

Other observations

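The lists behind these observations were set before the data were examined; no test in this part was chosen after the result was seen. Genes that HIF is known to induce did not pass the threshold as groups in LysMCre;Arntfl/fl macrophages in the main test. Of 15 measured HIF targets of glycolysis, 7 had a positive and 8 a negative log2 fold change (median -0.01, adjusted p = 0.342 from limma's camera, and adjusted p = 0.701 with an estimated correlation), with -0.51 for the hexokinase gene Hk2, -0.25 for the glucose transporter gene Slc2a1 and 0.26 for the pyruvate kinase gene Pkm. Of 22 other HIF targets, 9 were above and 13 below 0 (median -0.03, adjusted p = 0.463 from limma's camera, and adjusted p = 0.701 with an estimated correlation), with 1.67 for the arginase gene Arg1, 0.56 for Plin2 and -0.47 for Mxi1. With the mean of neutrophil genes as a covariate, the HIF targets of glycolysis passed the threshold as lower (adjusted p = 0.0238), and the other HIF targets did not (adjusted p = 0.294). Limma called 0 members of either list over all probe sets, and when adjusted over each list alone 0 of the first and 1 of the second, Arg1, as higher. At an unadjusted p below 0.05 from limma, 4 of the 15 and 10 of the 22 passed, counting both directions. Of all probe sets, 11.5% did. Camera tests a shared direction, so its result does not show that single HIF targets were unchanged. Without 1 array, the log2 fold change of Arg1 ran from 1.01 to 2.01. Genes of the cell cycle shifted lower with camera at the preset correlation, but not with an estimated one. All 23 measured genes had a negative log2 fold change (median -0.40, adjusted p = 6.08e-13 from limma's camera, and adjusted p = 0.190 with an estimated correlation), with -0.96 for the cyclin gene Ccna2, -0.85 for Kif11 and -0.77 for Top2a, 0 called and 5 lower when adjusted over the list alone. In LysMCre;Arntfl/fl replicate 2 their mean was lowest (7.19 against 7.37 to 7.58 in the other LysMCre;Arntfl/fl arrays); the adjusted p was 4.82e-10 without it and 4.88e-10 with the mean of neutrophil genes as a covariate. All 11 genes of MHC class II presentation were below 0 (median -0.42, adjusted p = 2.09e-09 from limma's camera, and adjusted p = 0.190 with an estimated correlation), with -1.01 for H2-DMa and -0.73 for their regulator gene Ciita, 0 called and 4 lower when adjusted over the list alone. Their mean was also lowest in LysMCre;Arntfl/fl replicate 2 (9.74 against 10.14 to 10.34), with adjusted p = 8.43e-09 without it and 3.21e-06 with the mean of neutrophil genes as a covariate. Neutrophil genes were higher, and the immediate early and heat shock genes below lower, in the same comparison, and the lists were not separated further. Genes of the type I interferon response were below 0 in 13 of 14 cases (median -0.31, adjusted p = 0.000529 from limma's camera, and adjusted p = 0.389 with an estimated correlation; the threshold was lost with 0.120 without LysMCre;Arntfl/fl replicate 2), with 1 lower when adjusted over the list alone.

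Among lists of other pathways, all 14 immediate early and heat shock genes, which respond to the handling of cells, were below 0 (median -0.35, adjusted p = 8.27e-10 from limma's camera, and adjusted p = 0.190 with an estimated correlation), with -0.65 for Hspa1b and -0.60 for Fosb and 4 lower when adjusted over the list alone; their mean was 10.80 in LysMCre;Arntfl/fl replicate 2 against 11.23 to 11.28 in the other LysMCre;Arntfl/fl arrays, and the adjusted p was 3.02e-08 without that array and 1.31e-08 with the mean of neutrophil genes as a covariate. Of 29 Notch genes, 20 were above 0 (median 0.07, adjusted p = 0.0502 from limma's camera, and adjusted p = 0.190 with an estimated correlation), limma called Dtx2 (0.77, a call lost in 7 of the 9 fits without 1 array) and Numb (0.62, lost in 8 of the 9), and 4 were higher when adjusted over the list alone; the list passed the threshold with adjusted p = 0.0469 without LysMCre replicate 2, 0.0451 without LysMCre replicate 5 and 0.0335 without LysMCre;Arntfl/fl replicate 2. LXR targets had a median of 0.18 over 13 genes (adjusted p = 0.0169 from limma's camera, and adjusted p = 0.319 with an estimated correlation), and lost the threshold with adjusted p = 0.0672 without LysMCre replicate 4 and 0.136 without LysMCre;Arntfl/fl replicate 1. PPAR targets had a median of 0.12 over 13 genes (adjusted p = 0.0975 from limma's camera, and adjusted p = 0.319 with an estimated correlation), with Fabp4 called (lost in 7 of the 9) and 1 higher when adjusted over the list alone, and retinol metabolism a median of 0.01 over 19 (adjusted p = 0.536 from limma's camera, and adjusted p = 0.769 with an estimated correlation), with the retinol dehydrogenase gene Dhrs9 (0.88) called (lost in 7 of the 9) and 3 higher when adjusted over the list alone. The 4 sex chromosome genes had a median of 0.01 (adjusted p = 0.975 from limma's camera).

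With camera at the preset correlation, lists of markers of other cell types went in both directions, and with an estimated correlation 0 of them passed the threshold. Endothelial genes shifted higher, with all 10 above 0 (median 0.58, adjusted p = 1.35e-05 from limma's camera, and adjusted p = 0.319 with an estimated correlation), 0.80 for Emcn, 0.79 for Cdh5 and 0.74 for Kdr, and 3 higher when adjusted over the list alone. Fibroblast genes shifted lower, with 9 of 10 below 0 (median -0.47, adjusted p = 0.00148 from limma's camera, and adjusted p = 0.389 with an estimated correlation), -0.99 for Lum and 2 lower when adjusted over the list alone. With the mean of neutrophil genes as a covariate, the endothelial (adjusted p = 0.527) and the fibroblast shift (adjusted p = 0.294) lost the threshold. Dendritic cell genes (median -0.13, adjusted p = 0.0295 from limma's camera, and adjusted p = 0.319 with an estimated correlation) and genes of B and plasma cells (median -0.25, adjusted p = 0.0241 from limma's camera, and adjusted p = 0.490 with an estimated correlation) shifted lower in the full set; the first lost the threshold with adjusted p = 0.0697 without LysMCre replicate 4, 0.0840 without LysMCre replicate 5 and 0.223 without LysMCre;Arntfl/fl replicate 2, and the second with 0.0730 without LysMCre replicate 3, 0.273 without LysMCre replicate 5 and 0.227 without LysMCre;Arntfl/fl replicate 4 and with 0.134 with the mean of neutrophil genes as a covariate, and when adjusted over each list alone 1 dendritic cell gene and 0 B and plasma cell genes were lower. Of 28 epithelial genes, 22 were above 0 (adjusted p = 0.2998 from limma's camera, and adjusted p = 0.896 with an estimated correlation), with 2.66 for Reg3b, 2.18 for Reg3g and -1.79 for Agr2, and the list passed the threshold with adjusted p = 0.00629 without LysMCre replicate 3 and 0.000585 without LysMCre replicate 4; its mean per array ran from 6.85 to 9.40 in LysMCre and from 8.04 to 8.79 in LysMCre;Arntfl/fl. The medians were 0.00 for T cells (adjusted p = 0.822 from limma's camera), -0.12 for eosinophils (adjusted p = 0.842 from limma's camera) and 0.07 for inflammatory monocytes (adjusted p = 0.759 from limma's camera). In these 3 lists limma called 0 genes over all probe sets, 1 eosinophil gene was higher when adjusted over the list alone, and at an unadjusted p below 0.05 1 T cell, 2 eosinophil and 2 inflammatory monocyte genes passed.

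The SAA receptor genes that the paper measured in colon tissue were also on the arrays of sorted macrophages, with a log2 fold change of 0.80 for Fpr2 (adjusted p = 0.111 from limma) and -0.22 for Scarb1 (adjusted p = 0.620 from limma), and neither was called. Across the alternative settings, the log2 fold change of Fpr2 ran from 0.12 to 0.93.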
